# Generation and validation of a conditional knockout mouse model for desmosterolosis

**DOI:** 10.1016/j.jlr.2021.100028

**Published:** 2021-01-30

**Authors:** Babunageswararao Kanuri, Vincent Fong, Sithara Raju Ponny, Ranjuna Weerasekera, Kirthi Pulakanti, Kriya S. Patel, Roman Tyshynsky, Shailendra B. Patel

**Keywords:** DHCR24, desmosterol, liver, dysmorphology, cholesterol, bile, animal models, gene expression, liver-X-receptor, lipoproteins, 7-DHC, 7-dehydrocholsterol, CD36, cluster of differentiation 36, CEACAM1, carcinoembryonic antigen-related cell adhesion molecule 1, CYP7A1, cytochrome P450 family 7 subfamily A member 1, CYP27A1, cytochrome P450 family 27 subfamily A member 1, CYP8B1, cytochrome P450 family 8 subfamily B member 1, DHCR7, 3β-hydroxysterol-Δ7 reductase, DHCR24, 3β-hydroxysterol-Δ24 reductase, FAS, fatty acid synthase, FDFT1, farnesyl-diphosphate farnesyl transferase 1, GEO, Gene Expression Omnibus, HMGCR, 3-hydroxy-3-methylglutaryl-CoA reductase, LDLR, low density lipoprotein receptor, LIPC, hepatic triacylglycerol lipase, LXR, liver X receptor, MTTP, microsomal triglyceride transfer protein, NR1H2/3/4, nuclear receptor subfamily 1 group H member 2/3/4, PCSK9, proprotein convertase subtilisin/kexin type 9, SCARB1, Scavenger receptor class B member 1, SREBF1/2, sterol regulatory element binding transcription factor 1/2

## Abstract

The enzyme 3β-hydroxysterol-Δ24 reductase (DHCR24, EC 1.3.1.72) catalyzes the conversion of desmosterol to cholesterol and is obligatory for post-squalene cholesterol synthesis. Genetic loss of this enzyme results in desmosterolosis (MIM #602398), a rare disease that presents with multiple congenital anomalies, features of which overlap with subjects with the Smith-Lemli-Opitz syndrome (another post-squalene cholesterol disorder). Global knockout (KO) of *Dhcr24* in mice recapitulates the biochemical phenotype, but pups die within 24 h from a lethal dermopathy, limiting its utility as a disease model. Here, we report a conditional KO mouse model (*Dhcr24*^flx/flx^) and validate it by generating a liver-specific KO (*Dhcr24*^flx/flx,Alb-Cre^). *Dhcr24*^flx/flx,Alb-Cre^ mice showed normal growth and fertility, while accumulating significantly elevated levels of desmosterol in plasma and liver. Of interest, despite the loss of cholesterol synthesis in the liver, hepatic architecture, gene expression of sterol synthesis genes, and lipoprotein secretion appeared unchanged. The increased desmosterol content in bile and stool indicated a possible compensatory role of hepatobiliary secretion in maintaining sterol homeostasis. This mouse model should now allow for the study of the effects of postnatal loss of DHCR24, as well as role of tissue-specific loss of this enzyme during development and adulthood.

In cholesterol biosynthesis, the conversion of lanosterol to cholesterol has been described to occur via two main pathways, the Bloch pathway (1) and the Kandutsch-Russell pathway (2), which differ in whether reduction of the side chain C24-25 double bond occurs “first” or “last.” In the Kandutsch-Russell pathway the C24-C25 reduction takes place in the first step, whereas in the Bloch pathway this reduction occurs in the last step of the synthesis. This reaction is catalyzed by 3β-hydroxysterol Δ24-reductase (DHCR24, EC 1.3.1.72) and is required for cholesterol biosynthesis (3). Most commonly described as the enzyme catalyzing the conversion of desmosterol to cholesterol, DHCR24 can reduce the C24-25 double bond of any sterol intermediate, effectively switching sterol synthesis from the Bloch pathway to Kandutsch-Russell pathway. This hybrid or modified Kandutsch-Russell pathway is likely how many (if not all) mammalian cells synthesize cholesterol, rather than by using one pathway exclusively (4, 5), and modifies the concept of first or last step. Alterations in DHCR24 activity lead to the accumulation of different biosynthetic intermediates (5), which have distinct biological activities and effects on downstream pathways (6). Variations in DHCR24 expression have been linked to different human diseases, including Alzheimer’s disease, cardiovascular disease, hepatitis C virus infection, and prostate cancer (3), although none of these have been rigorously tested.

Homozygous or compound heterozygous defects in two terminal enzymes participating in cholesterol synthesis, DHCR7 or DHCR24, cause the dysmorphological conditions Smith-Lemli-Opitz syndrome (OMIM #270400) and desmosterolosis (OMIM #602398), respectively (7, 8). Although endogenous cholesterol biosynthesis is lost, the affected individuals are still exposed to some cholesterol via maternal-fetal transfer in utero and subsequently from dietary sources after birth (9). Desmosterolosis is a very rare disease, with only nine published cases, and has an estimated incidence of <1:10,000,000, compared with Smith-Lemli-Opitz syndrome with an observed incidence of 1:20,000 to 60,000 (6, 10, 11). Patients with desmosterolosis manifest a spectrum of defects affecting craniofacial and neurological development, intellectual disability, and developmental delays, with the most severe cases dying shortly after birth (8, 12, 13, 14, 15, 16). Although the initial publication describing *Dhcr24* knockout (KO) mice reported survival of KO into adulthood (17), this knockout line was freely shared with several investigators and all subsequent knockout progeny failed to survive beyond 24 h post birth as a result of a lethal dermopathy (18), a finding confirmed by the original investigators (19). Therefore, the absence of a viable animal model for desmosterolosis limits exploration of the underlying pathological mechanisms resulting from loss of DHCR24 and also prevents the exploration of mechanisms testing the effects of desmosterol in mammalian physiology. We sought to generate a viable mouse model with tissue-specific deletion of *Dhcr24* to avoid the lethal dermopathy. In this study, we describe the characterization of a conditional KO of *Dhcr24* using the Cre-loxP system and validated this model by creating a liver-specific loss of *Dhcr24*.

## Methods

### Generation of KO mice

All animal protocols were approved initially by the Medical College of Wisconsin, Milwaukee, WI, and the Clement J Zablocki Veterans Affairs (VA) IACUC, Milwaukee, WI, and subsequently by the University of Cincinnati IACUC, Cincinnati, OH. Live mice, harboring a floxed *Dhcr24* allele (*Dhcr24*^tm1a(EUCOMM)Wtsi^), were imported from the Wellcome Trust Sanger Center, via EUCOMM (20, 21, 22, 23). Subsequent breeding and germline transmission were confirmed using PCR but showed that the LacZ-Neo cassette (Fig. 1A) was interfering with normal *Dhcr24* expression as no homozygous mice were observed from heterozygous matings. The lacZ-Neo cassette (Fig. 1A) was removed by breeding with mice expressing FLP recombinase obtained from Jackson laboratories (B6.129S4-*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/RainJ; #009086). Subsequent breeding resulted in a viable *Dhcr24*^flx/flx^ line (also referred to as CTL, for control), and these mice were normal and fertile, with no elevations of plasma desmosterol, compared with wild-type littermates. Mice heterozygous for the floxed allele were backcrossed for five generations to C57Bl/6J before crossing with Alb-cre mice. Liver-specific KO mice (LKO) were generated by mating with mice expressing Cre recombinase driven by albumin promoter obtained from Jackson laboratories [B6.Cg-*Speer6-ps1*^*Tg(Alb-cre)21Mgn*^/J; #003574] and are referred to as *Dhcr24*^flx/flx,Alb-Cre^ (also referred to as LKO, for liver knockout). For one set of experiments, adult mice with postnatal global loss of *Dhcr24* were generated by breeding *Dhcr24*^flx/flx^ mice with tamoxifen-inducible ER-Cre strain [B6;129-*Gt(ROSA)26Sor*^*tm1(cre/ERT)Nat*^/J; #004847] and are referred to as *Dhcr24*^flx/flx,Er-Cre^. Animal lines were maintained on a regular chow diet (Envigo 7912; Harlan Teklad, Madison, WI) and housed in individually ventilated PIV cages. To induce postnatal global loss of Dhcr24, *Dhcr24*^flx/flx,Er-Cre^ mice were intercrossed and progeny injected at 4–5 weeks of age with tamoxifen (T5648; Sigma-Aldrich, St. Louis, MO) dissolved in canola oil (10 mg/ml) at 1 mg per mouse or vehicle (time 0) and monitored weekly.

**Fig. 1:**
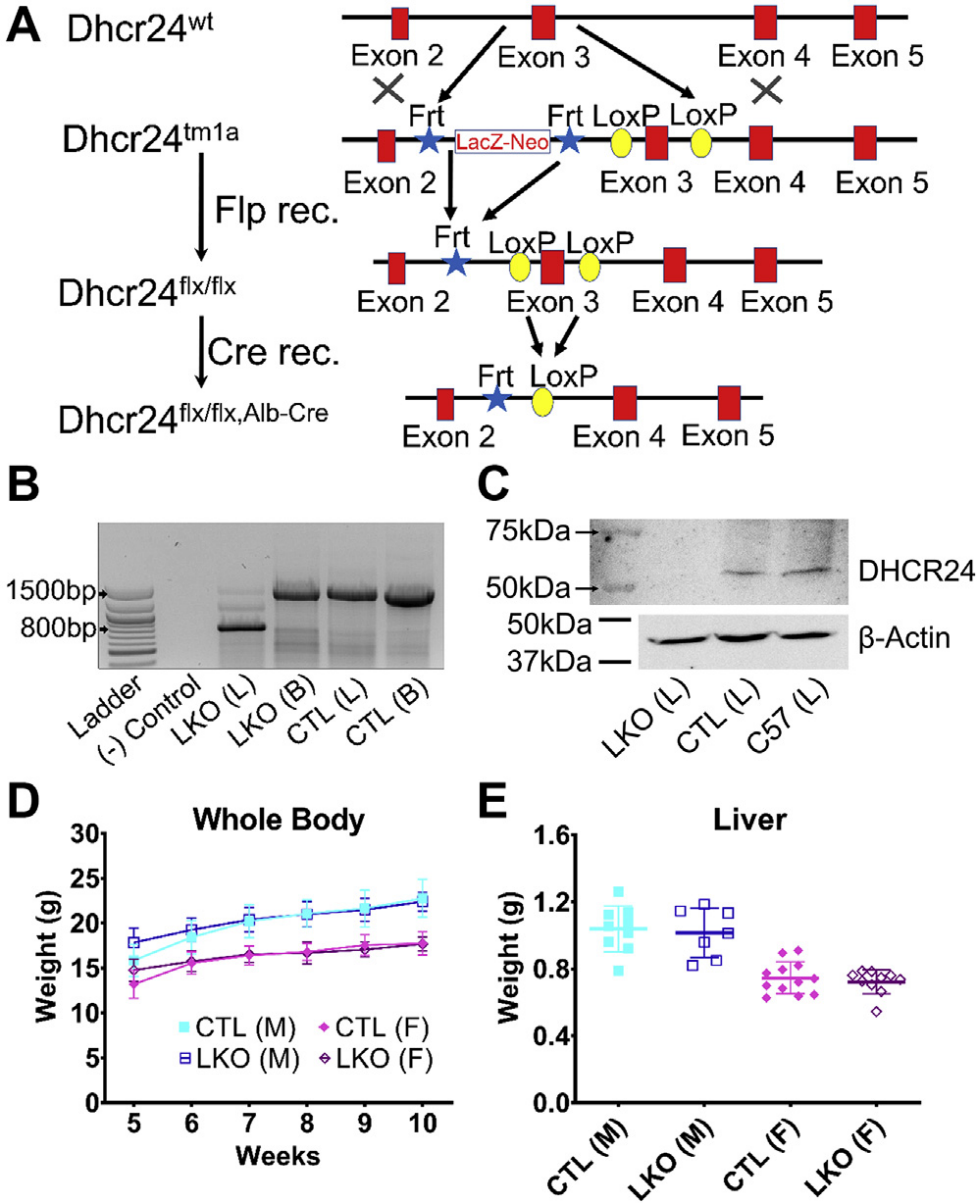
Verification of liver-specific deletion of *Dhcr24* gene and growth curves in *Dhcr24*^flx/flx,Alb-Cre^ mice. A schematic representation of the targeting strategy used for generation of *Dhcr24* conditional KO mice (*Dhcr24*^flx/flx^) and hepatocyte-specific deletion (*Dhcr24*^flx/flx,Alb-Cre^, A). PCR of genomic DNA isolated from liver (L) and brain (B) confirms hepatocyte-specific deletion of exon 3 (B). The faint band corresponding to WT exon 3 in the LKO liver lane is likely from nonhepatocyte cells in the liver. Western blot analysis shows the bona fide loss of DHCR24 protein expression in LKO liver (C). The growth velocity of both male (M) and female (F) mice measured from 5 to 10 weeks (wk) of age was comparable between liver-specific knockout (*Dhcr24*^flx/flx,Alb-Cre^, LKO) and control mice (*Dhcr24*^flx/flx^, CTL) (D); for male LKO mice N = 13 in wk 5–8, N = 9 in wk 9, and N = 10 in wk 8; for male CTL mice N = 8 in wk 5, N = 12 in wk 6, N = 15 in wk 7–9, and N = 9 in wk 10; for female LKO mice, N = 17 in wk 5–8, N = 15 in wk 9, and N = 11 in wk 10; for female CTL mice, N = 9 in wk 5, N = 13 in wk 6, N = 18 in wk 7, N = 17 in wk 8–9, and N = 12 in wk 10. There were no differences in liver weights between LKO and CTL mice sacrificed at 10–12 weeks of age (E); N = 9 male CTL, N = 7 male LKO, N = 12 female CTL, and N = 10 female LKO mice. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1 SD.

### Genotyping details

Genotypes of *Dhcr24*^flx/flx,Alb-Cre^ mice, *Dhcr24*^flx/flx,Er-Cre^ mice, and their respective controls were determined by evaluating homozygosity of flox alleles and the presence of Cre based on PCR of tail snip genomic DNA. The presence of the floxed allele was determined by amplification of a 652 bp fragment using primers Dhcr24-flp-for (5’-caaagcatacgaaagagcagcac-3’) and Dhcr24-3’arm (5’-tcaagctcaggcaacacaggcagg-3’), compared with the wild-type allele of 442 bp fragment using these primers. The presence of Cre was detected through amplification of a 408 bp fragment using 5’-gcattaccggtcgatgcaacgagtgatgag-3’ and 5’-gagtgaacgaacctggtcgaaatcagtgcg-3’ primers. The presence or absence of exon 3 was detected with primer Dhcr24-flp-for (5’-caaagcatacgaaagagcagcac-3’) and primer Dhcr24 cre confirm-rev (5’-agctcgtaggcagtgcaaat-3’) PCR products (intact floxed allele product of 1,457 bp compared with Exon 3 deletion after cre-mediated recombination of 801 bp) of the genomic DNA isolated from tissues by running on a 1.5% agarose gel under standard conditions using a 100 bp DNA ladder for identification (see also supplemental Fig. S1). DNA was stained using SYBR Safe DNA gel stain (S33102, ThermoFisher Scientific, Waltham, MA) and scanned on a gel station (Universal Hood II, Bio-Rad). Protein expression was assessed by Western blot analysis of liver tissue lysate and probing with anti-DHCR24 Antibody (C59D8; Cell Signaling, Danvers, MA).

### Plasma, bile, and stool collection

Four-week-old postweaned mice were recruited for weekly body weight measurements. Blood draws were from the submandibular vein. For bile measurements, mice were weighed and, under isoflurane anesthesia, the gallbladder was cannulated after the common bile duct had been ligated and timed bile flow under gravity was determined (24). We maintained a standard 4 h fast period while performing plasma and bile isolation experiments. For stool collection, mice were singly housed in clean cages and fecal pellets were collected and stored at −80°C for subsequent assays.

### Tissue harvesting

Mice 10–12 weeks of age were euthanized under CO_2_ anesthesia; liver and brain tissues were collected and immediately flash frozen in liquid N_2_ and stored at −80°C for subsequent estimation of tissue sterols or RNA isolations. For histology, a small portion of liver from male CTL and LKO mice aged 12 weeks was rinsed twice in ice-cold phosphate buffered saline (PBS; pH7.4) and fixed overnight in 10% neutral buffered formalin (5725; Fisher Scientific, Pittsburgh, PA) followed by embedding in paraffin for hematoxylin and eosin staining or directly embedded in OCT compound for oil red O staining (21). Hepatic triglyceride secretion rates were determined, after 4 h of fasting and at ∼11 AM, by collection of blood at 0, 30, 60, 90, 120 min after intraperitoneal injection of poloxamer 407 (P-407, a.k.a. Pluronic® F127) at 1 g/kg dose (P2443; Sigma-Aldrich, St. Louis, MO) (25).

### Sterols estimation using gas chromatography/mass spectrometry

Sterol analyses of plasma, bile, liver, brain, heart, and feces were measured using capillary column gas chromatography-mass spectrometry (GC/MS) as described previously (21, 24). Briefly, post hexane extraction and trimethylsilyl derivatization, test samples were injected into a 30 m low polarity phase crossbond diphenyl dimethyl polysiloxane Restek-5ms column (Restek Cat No. 13423) on a Thermo-Finnegan FOCUS GC/MS (ThermoFisher) measuring the intensities of the 329, 343, 393, 255, and 325 *m/z* peaks for cholesterol, desmosterol, lanosterol, lathosterol, and 7-DHC, respectively (26). The retention times of different sterols were verified by matching the retention times of the derivatives of the known standard compounds. A known amount of 5α-cholestane was added as an internal standard (24).

### Fast-protein liquid chromatography

Lipoprotein separation for total cholesterol and triglycerides estimation in plasma samples was performed using fast-protein liquid chromatography (FPLC) as described elsewhere (27). Briefly, mice were fasted 4 h, and blood was collected in anticoagulant (EDTA)-coated tubes through the submandibular plexus. Samples were centrifuged at 2500 *g* for 10 min at 4°C, and plasma was collected and the total cholesterol was measured (using an enzymatic kit) to ensure that pooling of samples used plasma with comparable sterols to exclude any outliers with any dramatic differences between individual mice (although no samples needed to be excluded). Column chromatography (10/300GL, Superose 6) was then used for separation of different lipoproteins by loading a minimum of 100 μl of pooled plasma mixed with 100 μl of PBS, from each group, onto the Akta pure FPLC, and a total of 52 fractions each with volume of 500 μl were collected and analyzed for cholesterol content using Infinity cholesterol (TR13421) and triglyceride (TR22421) calorimetric kits procured from ThermoFisher Scientific, Middletown, VA.

### RNA isolation and qPCR assessments

Total RNA was isolated from liver and spleen tissues (n = 4 per group) by the column purification method using a Qiagen RNeasy® Kit (74104; Qiagen Inc., Germantown, MD) and was reverse transcribed to cDNA using the High-Capacity RNA-to-cDNA™ Kit (4387406; ABI, Foster City, CA). Quantitative assessment of *Nr1h3* and LXR target genes was performed on Applied Biosystems 7300 Real-Time PCR system (Applied Biosystems, Foster City, CA) using commercially available Taqman real-time PCR probes (ABI Biosystems). All reactions were performed in triplicate, and *Atp5po* was used as a housekeeping gene for data normalization to compensate the variations between input RNA amounts and analyzed using the comparative C_T_ method (21).

### RNA-Seq experimental design

RNA-Seq experiments were performed on total RNA isolated from liver and adrenal glands, using the total RNA isolated by the RNeasy Mini kit column method (74104; Qiagen, Valencia, CA). Total RNA from three female mice for each group was pooled together into a single test and control sample for library preparation followed by sequencing. RNA-Seq libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit (New England BioLabs, Ipswich, MA) and sequenced using the TruSeq SBS kit on HiSeq platform (Illumina, San Diego, CA) at UC Genomics, Epigenomics and Sequencing Core. FASTQ files thus generated were used for bioinformatics analysis via the DNA Sequencing and Genotyping Core Facility of Cincinnati Children’s Hospital Medical Center. In brief, quality control steps were performed on the FASTQ files to determine the overall quality of the reads using FASTQC. FASTQ files were then trimmed to remove adapter sequences and low-quality reads using Trimmomatic. The trimmed reads were then mapped to the mouse (mm10) reference genome using Hisat2. In the next step, transcript/gene abundance was assessed using Kallisto by creating a transcriptome index for Ensemble cDNA sequences from mouse (mm10). This index was used to quantify transcript abundance in raw counts and transcript per million. The raw count matrix from Kallisto was then used to identify differentially expressed genes between *Dhcr24*^flx/flx,Alb-Cre^ and *Dhcr24*^flx/flx^ using RUVSeq (R package). Differentially expressed genes showing statistical significance were defined using two filters: fold change cutoff of 2 and adjusted *P*-value/*P*-value cutoff of ≤ 0.05. Downstream functional annotation of significantly dysregulated genes was determined using gene ontology (cellular components, molecular function, and biological process) and pathway analysis. A detailed functional annotation and pathway analysis was performed using TOPPFUN part of the TOPPGENE suite (28).

### Statistical analyses

RNA-Seq data were analyzed as described above. All other data are shown as mean ± SD. Data were assessed using Shapiro-Wilk’s/Kolmogorov-Smirnov/D’Agostino and Pearson omnibus normality tests to determine whether it followed a Gaussian distribution prior to analyses. Statistical significance of differences between groups was evaluated by independent Student’s *t*-test or Mann-Whitney *U* test or multiple *t*-test where applicable. A variation with *P* ≤ 0.05 was considered statistically significant.

## Results

### Verification of liver-specific deletion of *Dhcr24*

The strategy employed for creating the liver-specific knockout mice of *Dhcr24* gene is detailed in Fig. 1A. To verify that there was liver-specific deletion of *Dhcr24*, we performed PCR and Western blot analyses. PCR using genomic DNA isolated from liver of *Dhcr24*^flx/flx,Alb-Cre^ mice (LKO, Fig. 1) showed a smaller product than that of liver of *Dhcr24*^flx/flx^ mice (CTL, Fig. 1), indicating deletion of the *Dhcr24* alleles (Fig. 1B). However, PCR products of DNA from the brain of *Dhcr24*^flx/flx,Alb-Cre^ and *Dhcr24*^flx/flx^ mice were not different, thus confirming the liver-specific deletion of *Dhcr24* (Fig. 1B). Western blots confirmed the expression of DHCR24 protein in tissue lysates from livers of *Dhcr24*^flx/flx^ mice but not in livers of *Dhcr24*^flx/flx,Alb/Cre^ mice (Fig. 1C). *Dhcr24*^flx/flx,Alb-Cre^ showed normal growth curves compared with *Dhcr24*^flx/flx^ mice (Fig. 1D) and exhibited normal terminal liver and spleen weights (Fig. 1E and supplemental Fig. S2A).

### *Dhcr24*^flx/flx, Alb-Cre^ mice have elevated liver and plasma levels of desmosterol

There was no difference in the circulating levels of cholesterol (Fig. 2A) between LKO mice and their sex-matched controls. Plasma desmosterol levels were considerably elevated in LKO mice, whereas desmosterol levels remained undetectable in control mice (Fig. 2B). Levels of hepatic cholesterol (Fig. 3A) were slightly decreased in female *Dhcr24*^flx/flx,Alb-Cre^ mice. The difference was small and was not significant in male mice. Levels of hepatic desmosterol (Fig. 3B) were very elevated, and lanosterol levels slightly elevated (Fig. 3C), in *Dhcr24*^flx/flx,Alb-Cre^ compared with *Dhcr24*^flx/flx^ mice. There were no obvious differences in liver cell morphology or hepatic lipid accumulation (Fig. 3D, E).

**Fig. 2:**
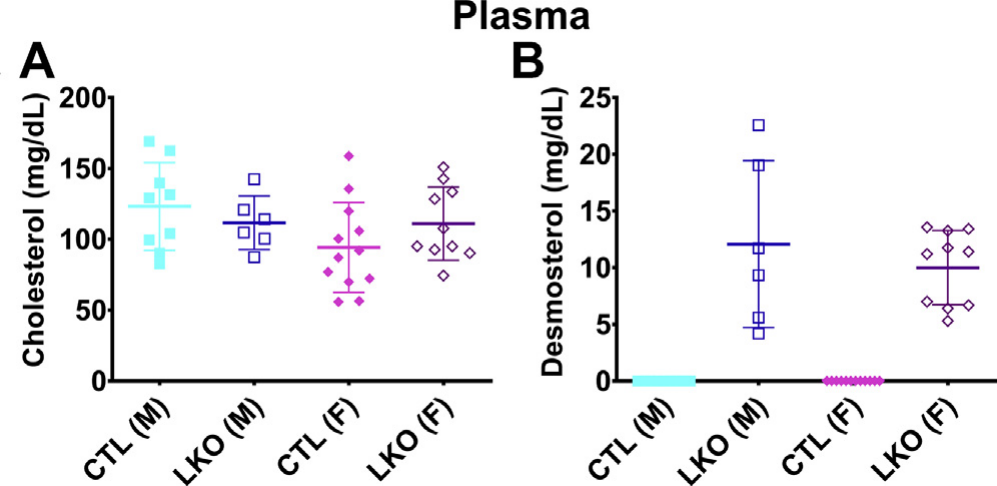
Biochemical characterization of loss of hepatic DHCR24 protein. Plasma cholesterol (A) and desmosterol (B) levels in CTL and LKO mice measured at 9 weeks of age are shown. Cholesterol levels were not significantly different, but desmosterol was dramatically increased in LKO mice, whereas it was below detectable limits in CTL mice. N = 9 male CTL, N = 6 male LKO, N = 12 female CTL, and N = 10 female LKO mice. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1 SD.

**Fig. 3:**
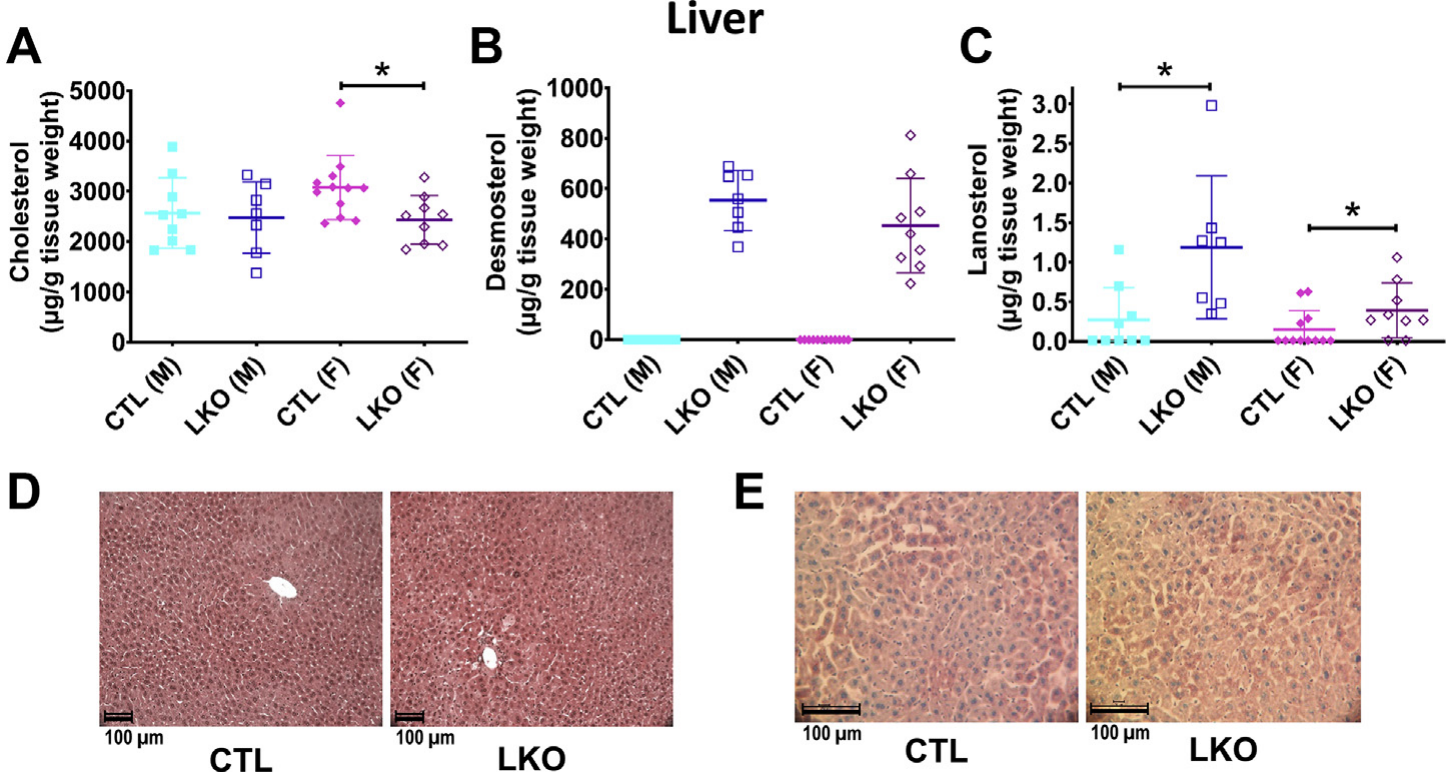
Effect of hepatocyte-specific deletion of *Dhcr24* on hepatic sterol content and liver architecture Hepatic cholesterol (A), desmosterol (B), and lanosterol (C) in CTL and LKO mice are shown. Cholesterol levels in livers of female LKO mice (N = 9) were slightly lower than of female CTL mice (N = 11), while the difference was not significant in males (N = 9 male CTL, N = 7 male LKO, A). Desmosterol levels were markedly higher in livers of male LKO mice (B), while lanosterol was also increased in livers of LKO mice, but with variability among samples. Representative liver sections stained with H&E (D) or oil red O (E) are shown. Liver microarchitecture did not appear to be altered by hepatocyte-specific deletion of *Dhcr24*. Livers were collected from mice euthanized at age 10–12 weeks. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1 SD. (∗*P* < 0.05) Comparisons were performed only with sex-matched controls.

Sterol levels in the brains of *Dhcr24*^flx/flx,Alb-Cre^ mice showed no significant differences in the levels of cholesterol (supplemental Fig. S3A), or desmosterol (supplemental Fig. S3B), when compared with *Dhcr24*^flx/flx^ mice, showing that plasma desmosterol did not readily cross the blood-brain barrier and accumulate in this organ.

### Hepatobiliary excretion of desmosterol in *Dhcr24*^flx/flx,Alb-Cre^ mice

There were no marked differences in the levels of biliary cholesterol, bile acids, and biliary phospholipids (Fig. 4A, D, E) between LKO mice and controls, suggesting only a minimal effect on bile synthesis (29). We hypothesized that hepatobiliary secretion may play a role in disposing of excess desmosterol to maintain sterol homeostasis in *Dhcr24*^flx/flx,Alb-Cre^ mice. Although desmosterol was not detectable in bile or stool from control mice, biliary (Fig. 4B) and stool desmosterol (Fig. 4C) levels were significantly increased in *Dhcr24*^flx/flx,Alb-Cre^ mice, suggesting a possible route for excess desmosterol excretion. There were no changes in the levels of stool cholesterol (supplemental Fig. S3C). Similarly, hepatic triglyceride secretion rates (Fig. 4F) and FPLC cholesterol (supplemental Fig. S4A) and triglyceride lipoprotein profiles (supplemental Fig. S4B) were not significantly different between *Dhcr24*^flx/flx,Alb-Cre^ and *Dhcr24*^flx/flx^ mice.

**Fig. 4:**
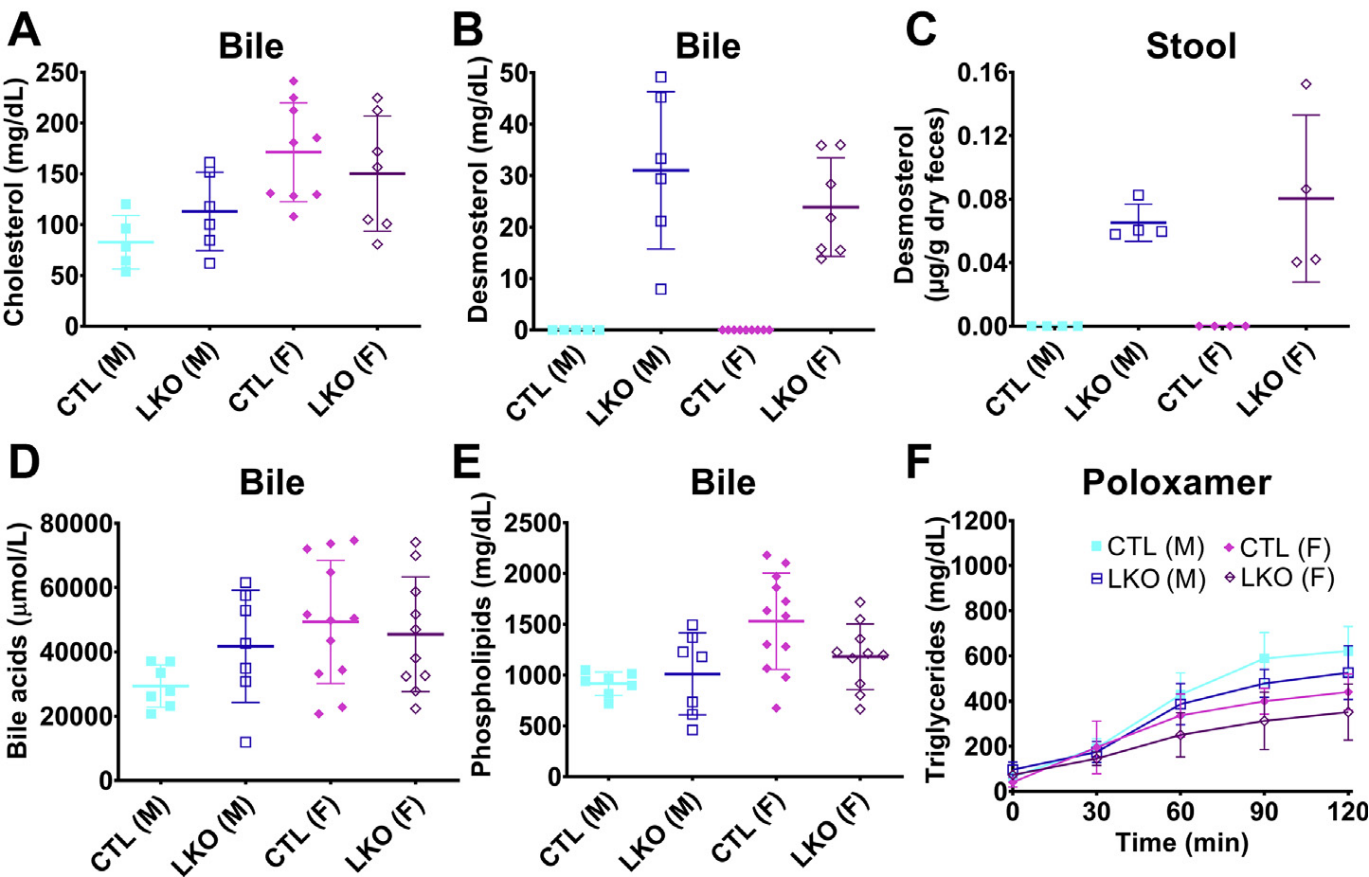
**Effect of hepatic*Dhcr24* deletion on bile components, stool desmosterol, and hepatic triglyceride secretion rates.** Biliary cholesterol (panel A), desmosterol (panel B), total bile acid (panel D) and phospholipid (panel E) levels, stool desmosterol level (panel C), and hepatic triglyceride secretion after IP injection with 1g/kg Poloxamer-407 (panel F) are shown. Although biliary cholesterol was not significantly different between LKO mice and their sex-matched controls (panel A), there was markedly increased excretion of desmosterol into bile and stool of LKO mice (panels B and C), while levels were undetectable in CTL mice. No differences were observed in biliary total bile acid or biliary phospholipid levels (panels D and E). Liver triglyceride secretion rates were not significantly different between LKO and CTL mice (panel F). For bile cholesterol and desmosterol measurements, N=5 male CTL, N=6 male LKO, N=9 female CTL, and N=7 female LKO mice. For bile total bile acid and phospholipid assays, N= 7 male CTL, N=7 male LKO, N=12 female CTL, and N=10 female LKO mice. Bile was collected from mice euthanized at age 10-12wk. For stool desmosterol measurements, N=4 for all groups. For poloxamer assay to assess triglyceride secretion, N=6 male CTL,N=5 male LKO, N=6 female CTL, and N=6 female LKO mice. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1SD. Comparisons were performed only to sex-match controls.

### Expression of *Nr1h3* and LXR target genes

Desmosterol is a known activator of the Liver X receptor (LXR), encoded by *Nr1h3*, and has been reported to play a role in foam cell formation (6). Gene expression in liver and spleen were analyzed through qPCR as they express LXR and its target genes, *Abca1*, *Abcg1*, *Fas*, and *Srebf1* (30). It is surprising that no consistent difference in the expression of these genes was found between KO and control mice livers (Fig. 5A, B) and spleens (Fig. 5C, D).

**Fig. 5:**
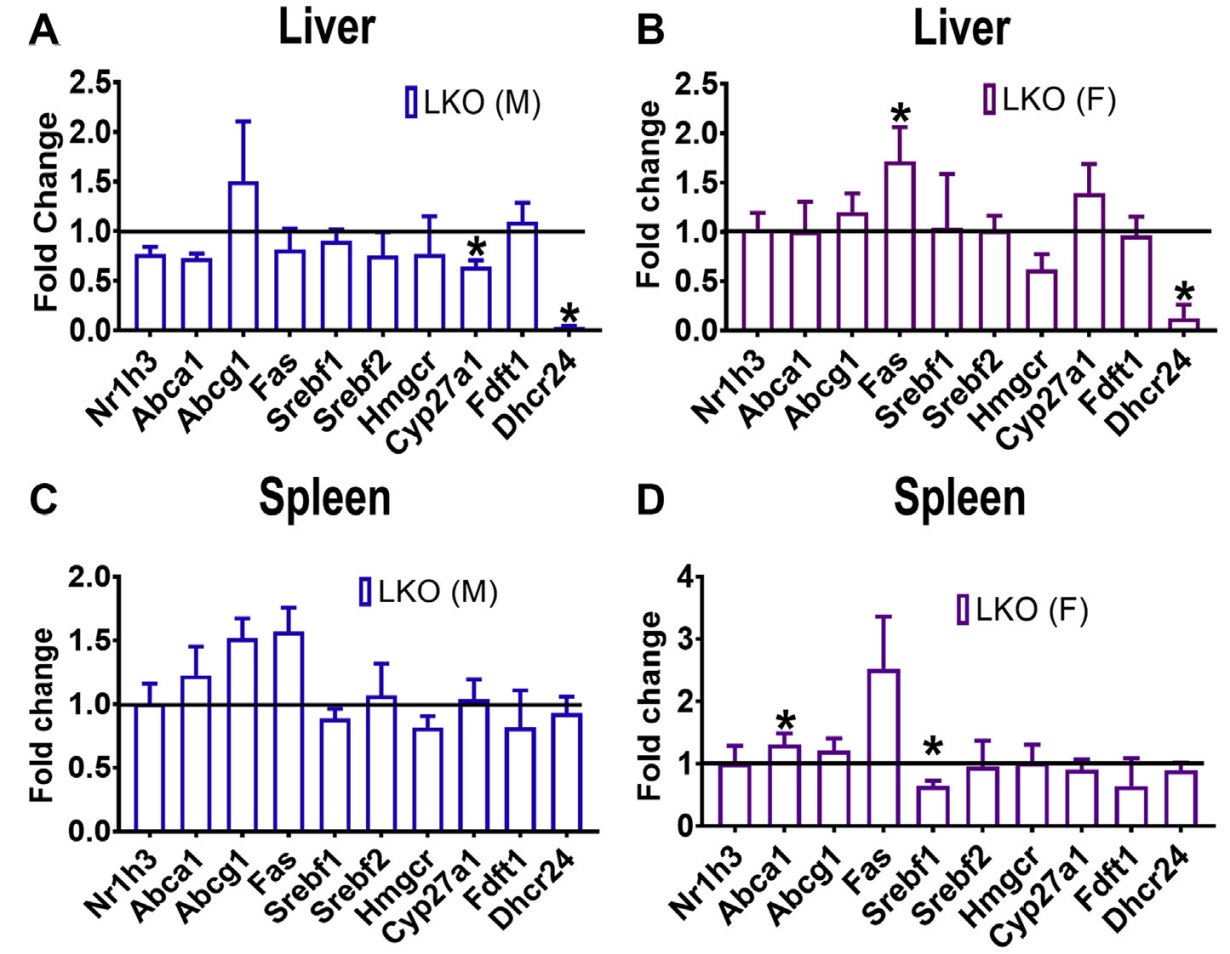
Expression of *Nr1h3*, selected LXR target genes, and sterol synthesis pathway genes. Relative expression of *Nr1h3* and LXR target genes in liver (males: A, females: B) and spleen (males: C, females: D) assessed by qPCR (N = 4) of mice at 10–12 weeks of age are displayed as the fold-change (ratio of LKO/CTL). Deletion of *Dhcr24* in liver with resulting elevated circulatory desmosterol did not have an apparent effect on *Nr1h3* expression in both male and female *Dhcr24*^flx/flx,Alb-Cre^ mice. Error bars denote +1 SD. (∗*P* < 0.05).

### Gene ontology and pathway analysis

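Total RNA was sequenced from the livers and the adrenal glands of female LKO and CTL mice at 10 to 12 weeks of age, with 1 library for each tissue and genotype. The paper states that the RNA of 3 mice was pooled for each library, whereas the submitters' series design speaks of 1 mouse per group. The libraries were prepared with the NEBNext Ultra Directional kit. The authors trimmed the reads with Trimmomatic (version 0.33 in the submitters' processing notes), mapped them to mm10 with HISAT2 (2.0.5) and estimated transcript abundance with kallisto (0.43.1) on Ensembl cDNA sequences. They deposited estimated counts and TPM for each gene symbol. The estimated counts of the liver libraries summed to 24252821 in LKO and 25823975 in CTL mice. Here, the estimated counts were rounded to whole numbers and scaled by TMM between the LKO and CTL libraries of a tissue. A log2 ratio of LKO over CTL was calculated for each gene after adding 0.5 to each count, over genes with at least 1 of every 1000000 counts (1 CPM) in either library. With 1 library per genotype there is no replicate check, and no test and no P value are given for liver or adrenal. The 95% intervals beside the ratios are exact (Clopper-Pearson) and cover counting error only, not the variation between mice. The targeted gene, *Dhcr24*, encodes the reductase that converts desmosterol to cholesterol and lies on chromosome 4 of GRCm38 (mm10) from 106561038 to 106589113 on the forward strand. Its exon 3, the exon deleted in these mice, is 106 bp long and spans 106571412 to 106571517. *Dhcr24* stood at 45.5 CPM in the LKO and 838 CPM in the CTL liver library, a log2 ratio of −4.20 (95% interval −4.29 to −4.12). The liver of LKO mice thus held 5.43% of the CTL level, counted over all exons of the gene.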

Given the changes in the sterol profile of *Dhcr24*^flx/flx,Alb-Cre^ mice, we sought to characterize the broader effects on the differentially regulated transcriptome using RNA-Seq (Fig. 6). 

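In the livers of female mice, the genes that stood highest in the LKO library over the CTL library include those of sulfotransferases and other conjugating enzymes and, at low levels, myelin proteins. *Sult2a1*, a hydroxysteroid sulfotransferase, stood at 396 CPM in LKO and 91.7 CPM in CTL liver, and the estrogen sulfotransferase *Sult1e1* at 7.25 and 0.779 CPM. Among the genes lower in the LKO library were *Slco1a1*, an organic anion transporter of hepatocytes, at 17.1 against 67.0 CPM, and the phenobarbital-inducible cytochrome P450 *Cyp2b10*, at 61.6 against 165 CPM. Of 12568 genes compared, 200 were at least 2-fold higher and 163 at least 2-fold lower in the LKO library. Thiopurine methyltransferase (*Tpmt*) had a log2 ratio of 2.01 (95% interval 1.85 to 2.16), and the NADP-dependent malic enzyme *Me3* one of 1.66 (1.46 to 1.87). The intermediate filament gene *Krt23* stood at 1.98 (1.55 to 2.45). On the lower side, the complement regulator *Susd4* had a log2 ratio of −2.18 (−2.83 to −1.61). *Gemin4*, which encodes a component of the SMN complex and lies on chromosome 11 from 76210571 to 76217664, had 1 count in the LKO and 212 counts in the CTL library, a log2 ratio of −7.07 (−12.97 to −5.16). From the deposited TPM its log2 ratio was −1.12. The 95% counting interval lay wholly beyond the 2-fold ratio for 64 of the higher and 64 of the lower genes. Sulfotransferases of the Sult2a family have near-identical copies, so their estimated counts are uncertain.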

We identified 717 differentially expressed genes in the livers of female mice (Fig. 6A). 

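Genes of phase II conjugation, which attach sulfate, glucuronate, glutathione or methyl groups to steroids and foreign compounds, were mostly higher in the liver of LKO mice, and acute-phase genes were mostly lower. Of 19 conjugation genes, 15 had a ratio above 1 and 10 were at least 2-fold higher, among them *Sult2a3* with a log2 ratio of 2.94 and the glutathione S-transferase *Gsta1* with 1.84. Of 21 acute-phase genes, 17 were lower in the LKO library and 7 at least 2-fold lower. These included the serum amyloid A genes *Saa1* (−1.88) and *Saa2* (−1.67), the iron-siderophore binding *Lcn2* (−1.87) and the orosomucoid *Orm2* (−1.42). *Socs3*, a feedback inhibitor of cytokine signaling, had a log2 ratio of −1.46, and *Lrg1* one of −1.44. The median log2 ratio was 1.03 for the conjugation list and −0.60 for the acute-phase list. Of 10000 random lists of the same size matched on mean expression, 0% lay below the acute-phase list, as a description of these libraries. No such rank is given for the conjugation list, since 7 of its 10 genes at least 2-fold higher are genes that the paper lists as upregulated on the same libraries. Without these 7, a setting added after the data were seen, the median over the other 12 genes was 0.24. Of these genes 8 lay above and 4 below 0, and 3 were at least 2-fold higher, all of them sulfotransferases of the Sult2a family. Leaving out genes chosen as higher draws the median down. Other genes of the acute-phase list went the opposite way, such as the interleukin-1 receptor antagonist *Il1rn* (0.96) and *Saa3* (0.77). Of the 24 extracellular matrix genes that the paper lists as upregulated in liver, 13 passed the expression filter and 12 of these were at least 2-fold higher. Among them were *Col4a3* (1.60), a chain of type IV collagen, the chemokine *Cxcl14* (1.73, 42 against 13 counts) and *Vwa3b* (2.02, 36 against 9 counts). The 95% counting intervals of *Cxcl14* (0.84 to 2.79) and *Vwa3b* (0.99 to 3.31) reached below the 2-fold ratio. The paper chose these genes on the same libraries, so their count is not independent evidence of the direction. Of 9 measured markers of central nervous system glia, 7 were at least 2-fold higher in the LKO liver library, including myelin basic protein (*Mbp*), at 15.8 against 1.60 CPM, and proteolipid protein (*Plp1*), at 13.3 against 1.75 CPM. *Slc1a2* (5771 against 6964 counts) and *Cnp* (247 against 304) were not higher. The higher markers stood at low levels and the source of their RNA was not tested, so they are not shown to be a change in liver cells. *Saa1* and *Saa2* share reads with each other, so the division between them is uncertain.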

Further analysis revealed association of the differentially expressed genes into 3 upregulated and 16 downregulated pathways. It is surprising that the pathways involved in steroidogenesis and steroid hormone metabolism were enriched by significantly downregulated genes (supplemental Table S1). 

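Of the 8 genes of steroid hormone synthesis measured in liver, 4 were at least 2-fold lower in the LKO library, all of them at low levels in both libraries, and 4 lay within 2-fold. *Cyp21a1*, the steroid 21-hydroxylase, had 3 counts in LKO and 67 in CTL liver, a log2 ratio of −4.20 (95% interval −6.72 to −2.80). *Cyp11b1*, the 11β-hydroxylase, had 3 and 38 counts (−3.39, −5.93 to −1.93), and the dehydrogenase *Hsd3b1* had 4 and 41 counts (−3.13, −5.23 to −1.82). *Star*, which carries cholesterol into mitochondria, stood at 2.30 CPM in LKO and 8.03 CPM in CTL liver (−1.80). The side-chain cleavage enzyme *Cyp11a1* had 5 and 16 counts and stayed under the expression filter. Of the 13 genes listed for steroidogenesis, 8 passed the filter and none was 2-fold higher. Those within 2-fold serve other pathways in liver as well, such as ferredoxin (*Fdx1*, 0.16, at 84.8 against 76.1 CPM) and its reductase (*Fdxr*, 0.25), or were *Mrap* (−0.20) and *Akr1b7* (0.11). The median log2 ratio of the list was −0.998. The 4 lower genes are among those the paper lists as downregulated on the same libraries, so neither their count nor this median is independent evidence of the direction. Without them, a setting added after the data were seen, the median was 0.13, but leaving out the 4 lowest genes was bound to raise it. In the adrenal CTL library the same genes were far more abundant, with *Star* at 17546 CPM and *Cyp21a1* at 10899 CPM. *Chgb*, a chromogranin of the adrenal medulla with no part in steroid synthesis, had 59 counts in the CTL and 0 counts in the LKO liver library, at least 18.7-fold lower in LKO against a floor of 3 counts. At a filter of 5 CPM the list median was −0.02, since *Star* was then the only one left of the 4 lower genes.

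**Figure D1:**
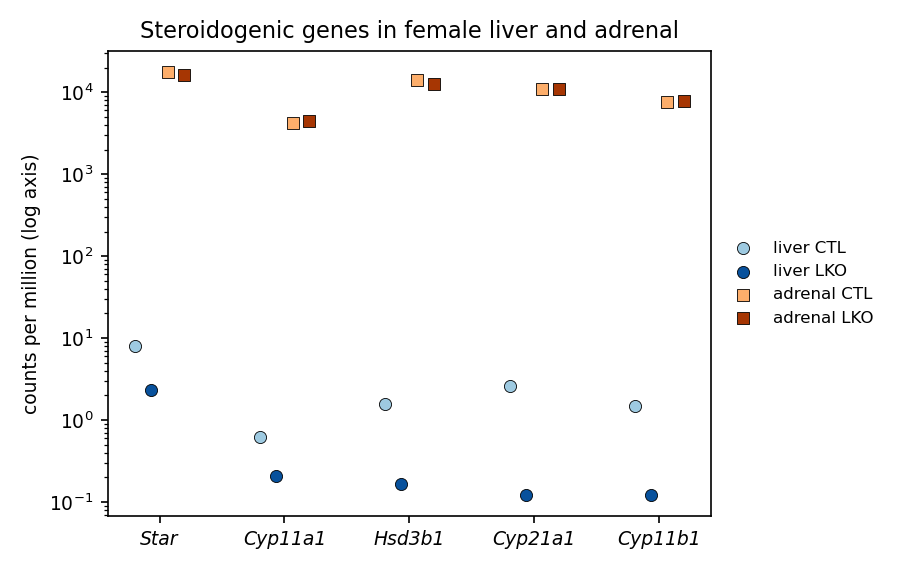
CPM (log axis) of 5 steroidogenic genes in the liver (circles) and adrenal (squares) libraries of female CTL (light) and LKO (dark) mice, 1 library per group. Each of the 5 genes was lower in LKO than in CTL liver, and each stood far higher in the adrenal libraries than in the liver libraries.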

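Genes of cholesterol synthesis stood at nearly the same level in LKO and CTL liver, apart from *Dhcr24* itself. None of 19 genes of the pathway other than *Dhcr24* was 2-fold higher or lower in the LKO library. *Hmgcs1*, the cytosolic HMG-CoA synthase, stood highest with a log2 ratio of 0.54 (95% interval 0.51 to 0.58), at 660 CPM in LKO and 453 CPM in CTL liver. Squalene epoxidase (*Sqle*) stood lowest with −0.44 (−0.53 to −0.36), followed by the lanosterol demethylase *Cyp51* with −0.38 (−0.44 to −0.32). The rate-limiting enzyme *Hmgcr*, on chromosome 13 from 96648967 to 96670936, had 5929 counts in LKO and 6453 in CTL liver, a log2 ratio of −0.05 whose interval of −0.10 to 0.00 reached 0. *Dhcr7*, which acts beside *Dhcr24* at the end of the pathway, had a ratio of −0.03 (−0.13 to 0.06). The median over the 19 genes was −0.10, at percentile 2.47 of 10000 matched random lists, with 6 genes above and 13 below 0.

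**Figure D2:**
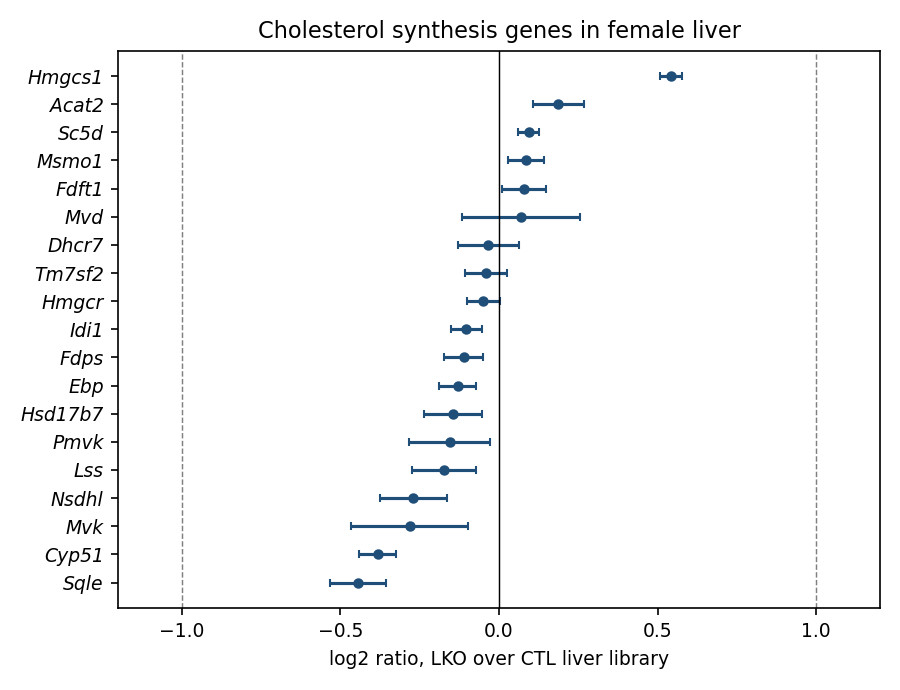
Log2 ratio of the LKO over the CTL liver library for 19 cholesterol synthesis genes other than *Dhcr24*, 1 library per genotype. Bars are exact 95% counting intervals and dashed lines mark the 2-fold ratio. All 19 points lie within 2-fold, from −0.44 for *Sqle* to 0.54 for *Hmgcs1*.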

Notably missing was any major perturbation in the cholesterol synthesis and metabolism pathways. 

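The adrenal libraries were made and analysed in the same way as those of the liver. Their estimated counts summed to 25055256 in LKO and 24670409 in CTL mice. Mitochondrial transcripts made up 9.18% of the counts in the LKO and 8.81% in the CTL library, and 14793 genes passed the expression filter. *Dhcr24*, which the Alb-Cre transgene leaves intact outside hepatocytes, stood at 222 CPM in the LKO and 264 CPM in the CTL adrenal library, a log2 ratio of −0.25 (95% interval −0.30 to −0.19).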

To examine if elevated desmosterol in the blood affected adrenals (a major steroidogenic organ), we performed RNA-Seq on adrenals from *Dhcr24*^flx/flx,Alb-Cre^ mice and compared with controls (*Dhcr24*^flx/flx^ mice, Fig. 6B). Enrichment of differentially expressed genes in steroid hormone biosynthesis was also noted, but interestingly, the enrichment was through significantly upregulated genes instead of downregulation (supplemental Tables S1 and S2). 

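Genes of adrenal steroid synthesis stood at nearly the same level in the adrenals of LKO and CTL mice, while *Hsd17b6* and *Cyp1a2*, enzymes of hepatocytes that act on steroids, were higher in the LKO library. None of 13 steroidogenesis genes was 2-fold higher or lower. *Cyp11a1* had a log2 ratio of 0.10, *Cyp11b1* of 0.05, *Cyp21a1* of 0.04, *Hsd3b1* of −0.10 and *Star* of −0.10. Aldosterone synthase (*Cyp11b2*) stood lowest, at 283 against 444 CPM (−0.65, 95% interval −0.69 to −0.61), and the aldose reductase *Akr1b7* highest (0.33). The list's median log2 ratio was −0.01, at percentile 23.69 of 10000 matched random lists. Receptors and regulators of the cortex were likewise close to 0, with the ACTH receptor *Mc2r* at 0.03 and the nuclear receptor *Nr5a1* at 0.05. *Akr1c18*, a 20α-hydroxysteroid dehydrogenase that inactivates progesterone, was lower in the LKO library, at 135 against 778 CPM (−2.52, −2.58 to −2.47). The liver enzyme *Hsd17b6*, which oxidises androgens, had 161 counts in LKO and 2 in CTL adrenals (6.02, 4.46 to 9.40). *Cyp1a2*, another liver enzyme that hydroxylates estrogens, had 318 and 7 counts (5.42, 4.45 to 6.84). Albumin (*Alb*), the most abundant transcript of the liver libraries, was chosen here after its values were seen and stood at 1566 CPM in LKO and 44.8 CPM in CTL adrenals. The ratios of *Cyp11b1*, *Cyp21a1* and *Nr5a1* turned to −0.01 with the deposited TPM.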

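In the adrenals of LKO mice, genes that are typical of hepatocytes were higher together, and genes of the adrenal medulla and of neurons were lower together. All 30 measured genes of complement and coagulation were at least 2-fold higher in the LKO library, with a median log2 ratio of 4.13. The smallest difference was that of complement factor B (*Cfb*), at 51.8 against 18.5 CPM. *C9* had 106 counts in LKO and 0 in CTL adrenals, at least 35.5-fold higher against a floor of 3 counts. Of the 6 genes of sugar and amine transport and of neurotrophin signaling that passed the filter among those the paper lists as downregulated, all were at least 2-fold lower, among them the noradrenaline transporter *Slc6a2* (−1.52), nerve growth factor (*Ngf*, −1.43), its receptor *Ngfr* (−1.41) and *Rsc1a1* (−2.66). The paper chose both of these lists on the same libraries, so they are not independent evidence of the direction. Lists of cell type markers, fixed before the files were opened but after the paper's tables had been seen, went in the same directions. All 24 hepatocyte markers were at least 2-fold higher in LKO adrenals (median 4.84), from *Cyp2e1* (1.13) to phenylalanine hydroxylase (*Pah*, 5.71). Of 15 markers of the medulla, 14 were lower and 10 at least 2-fold lower (median −1.08), including tyrosine hydroxylase (*Th*), at 281 against 730 CPM, and neuropeptide Y (*Npy*), at 91.2 against 262 CPM. Proenkephalin (*Penk*) was the exception (0.39). Without the genes these lists share with the paper's supplemental tables (*Fga*, Fgb, Fgg and *Slc6a2*), a setting added after the data were seen, all 21 hepatocyte markers were at least 2-fold higher (median 4.84) and 13 of 14 medulla markers were lower (median −1.08). All 12 neuronal markers were lower (median −1.24), with *Tubb3* at −2.17. All 8 adipocyte markers were higher (median 0.90), with leptin (*Lep*) at 1.88. In the LKO adrenal library the hepatocyte markers had a median of 1.70% of their level in CTL liver, against 0.0582% in the CTL adrenal library.

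**Figure D3:**
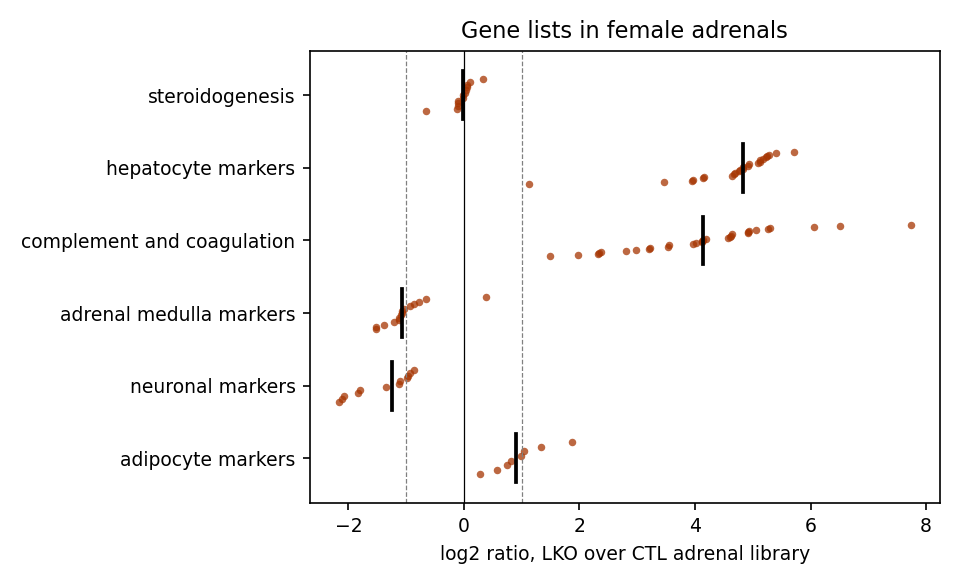
Log2 ratio of the LKO over the CTL adrenal library for the genes of 6 lists, 1 library per genotype. Each point is a gene, black bars are list medians and dashed lines mark the 2-fold ratio. Steroidogenesis genes center on −0.01 while hepatocyte markers center on 4.84 and medulla markers on −1.08; the point farthest to the right is *C9*, which had no count in CTL and whose position depends on the added 0.5 count.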

Top hits of pathways enriched by significantly upregulated and downregulated genes are listed in supplemental Tables S1 and S2, and the complete dataset can be found in NCBI Gene Expression Omnibus (GEO) database (#GSE146524). Pathway analyses failed to show a common theme altered by loss of *Dhcr24*. 

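Few genes differed at least 2-fold in the same direction in liver and adrenal. Of 12112 genes compared in both tissues, 16 were higher in both LKO libraries, where independent lists would share 5.74, and 15 were lower in both, where independent lists would share 0.802. *Tpmt* was among the higher genes, with 115 counts in LKO and 56 in CTL adrenals. *Sult2a1* was another, with 88 counts in LKO and 0 in CTL adrenals, at least 29.5-fold higher against a floor of 3 counts. It stood at 396 CPM in LKO liver, and hepatocyte markers in the LKO adrenal library had a median of 1.70% of their CTL liver level. Its higher level there is therefore not shown to be a change in the glands. *Gemin4* was lower in both tissues, with 1 count in LKO and 143 in CTL adrenals. The heat shock gene *Hspa1b*, on chromosome 17 from 34956436 to 34959238, had a log2 ratio of −1.42 in liver and −1.05 in adrenals. *Pik3c2g*, which encodes a phosphoinositide kinase, went in opposite directions, at 1.48 in liver and −2.46 in adrenals. It belonged to 12 genes higher in liver and lower in adrenals, where independent lists would share 1.05, and 8 genes were lower in liver and higher in adrenals, where independent lists would share 4.39. Overlap in opposite directions thus also exceeded that of independent lists, so an excess over that figure does not by itself show a common response. Without names of pseudogenes and predicted genes, 18 of the 31 shared genes were left, and with a filter of 5 CPM the count was 4. The paper states that pathway analyses failed to show a common theme altered by loss of *Dhcr24*.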

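In liver, genes of lipid uptake, transport and nuclear receptor control differed little between the genotypes, while in adrenals several genes typical of liver were much higher in the LKO library. In liver, the largest ratio among these genes apart from *Dhcr24* was that of the fatty acid transporter *Cd36*, at 203 CPM in LKO and 109 CPM in CTL mice (log2 ratio 0.89, 95% interval 0.83 to 0.96). The bile salt export pump *Abcb11* (−0.25) and the sterol 27-hydroxylase *Cyp27a1* (−0.30) were lower, and the farnesoid X receptor *Nr1h4* (0.19) higher, beyond counting error. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, had a ratio of 0.02 (−0.04 to 0.08). The scavenger receptor *Scarb1* stood at −0.01 and *Ldlr* at 0.07. The apolipoproteins *Apoa1* (0.02), *Apob* (−0.10) and *Apoe* (0.08) were the most abundant of these transcripts. In adrenals, *Apob* had a ratio of 5.25 (4.90 to 5.64), *Apoa1* of 5.10 (4.81 to 5.42) and *Abcb11* of 4.59 (3.82 to 5.62). Hepatic lipase (*Lipc*) had 87 counts in LKO and 2 in CTL adrenals (5.14, 3.55 to 8.52). Hepatocyte markers as a set were also higher in the LKO adrenal library, at a median of 1.70% of their CTL liver level. Liver RNA in that library is a candidate explanation, so these ratios are not shown to be changes in the glands. Genes that the adrenal itself expresses differed less, such as *Scarb1*, through which the gland takes up HDL cholesterol, at 2410 against 1950 CPM (0.31), and *Ldlr* (0.29). *Ppara* stood at 11.3 against 4.61 CPM (1.28). Over all 31 genes, which include both *Fas* and *Fasn*, the median log2 ratio was −0.03 in liver and 0.61 in adrenals. The adrenal median includes the genes typical of liver. *Apob* and *Ppara* in liver changed sign with the deposited TPM, to 0.10 and −0.08. With TPM the ratio of *Cyp7a1* in liver was −0.87.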

A list of the changes in expression of key genes involved in lipid and cholesterol homeostasis is shown in Table 1. Differences were considered significant based on two criteria: logFC ≥ 1 and FDR ≤ 0.05, with up- or downregulated genes highlighted in bold.

**Fig. 6:**
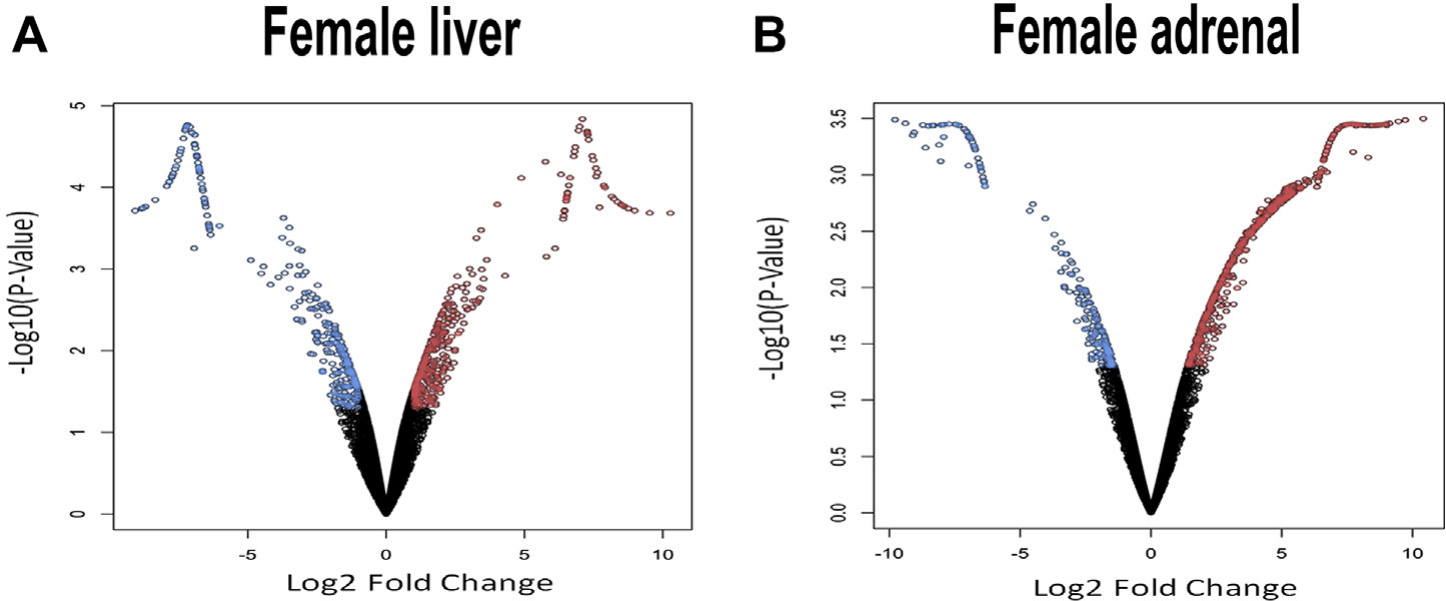
RNA-Seq analysis of female liver and adrenal tissues. Volcano plots (A and B) demonstrate the overall pattern of differential gene expression in female liver and adrenal glands collected at 10–12 weeks of age. Red, blue, and black color in each volcano plot corresponds to the genes significantly upregulated, downregulated, and unchanged in LKO compared with CTL mice of same sex.

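In adrenals, the genes with the highest ratios encode secreted proteins and enzymes of hepatocytes, and the lowest ones include the neuropeptide precursor *Vgf* and the myelin glycoprotein *Omg*. Of the genes that passed the filter, 584 were at least 2-fold higher and 348 at least 2-fold lower in the LKO adrenal library. The major urinary protein gene *Mup19* had 1633 counts in LKO and 5 in CTL adrenals (log2 ratio 8.22, 95% interval 7.13 to 9.98). Mannose-binding lectin *Mbl2* (6.50, 4.95 to 9.88), the cytochrome P450 *Cyp2j5* (6.51, 4.96 to 9.89) and the urea cycle enzyme *Otc* (6.07, 4.52 to 9.45) also stood high, each with 2 counts in the CTL library. At the other end stood *Vgf* at 8.31 against 35.1 CPM (−2.08), and *Omg* at 2.46 against 7.14 CPM (−1.53). The counting interval lay wholly beyond the 2-fold ratio for 398 of the higher and 89 of the lower genes. Leaving out genes over 10 times more abundant in CTL liver than in CTL adrenals, 193 genes were at least 2-fold higher. Genes of the Mup family are near-identical, so the count of *Mup19* is uncertain.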

**Table 1:** Relative changes in 30 key genes associated with lipid phenotype in *Dhcr24*^flx/flx,Alb-Cre^ mice

No.	Gene	Female Liver (logFC)	*P*-Value	Female Adrenals (logFC)	*P* Value
	Enzymes involved in cholesterol synthesis				
1	Dhcr7	−0.0093	0.9713	0.0557	0.9117
2	Dhcr24	−**4.1800**	**0.0015**	−0.2607	0.6116
3	Fas	−0.1210	0.6692	0.2124	0.6862
4	Hmgcr	−0.0249	0.9227	−0.2481	0.6287
5	Fdft1	0.1025	0.6962	−0.3079	0.5540
	Lipid associated transporters				
6	Abcg1	0.2871	0.3736	0.0414	0.9362
7	Abca1	−0.2284	0.4086	0.0487	0.9228
8	Abcg5	0.3795	0.2127	N/A	N/A
9	Abcg8	0.2989	0.3005	N/A	N/A
10	Abcb11	−0.2283	0.4070	**4.6214**	**0.0020**
11	Scarb1	0.0126	0.9610	0.2903	0.5731
12	Cd36	0.9179	0.0370	0.5995	0.2786
	Regulation of lipid homeostasis				
13	Apoa1	0.0452	0.8599	**5.0884**	**0.0014**
14	Apob	−0.0755	0.7696	**5.2388**	**0.0013**
15	Apoe	0.1057	0.6844	0.7665	0.1871
16	Mttp	−0.1132	0.6655	0.7328	0.2096
17	Lipc	−0.1058	0.6863	**5.3496**	**0.0014**
18	Pcsk9	0.0400	0.8782	**2.4986**	**0.0116**
19	Ldlr	0.0933	0.7205	0.2760	0.5918
20	Ceacam1	−0.1615	0.5463	−0.0182	0.9716
21	Cyp7a1	0.0446	0.8627	N/A	N/A
22	Cyp27a1	−0.2778	0.3279	0.6548	0.2494
23	Cyp8b1	−0.1789	0.5111	N/A	N/A
	Transcriptional factors in lipid metabolism				
24	Nr1h3	0.0957	0.7164	0.8362	0.1621
25	Nr1h2	−0.2196	0.4363	0.0276	0.9563
26	Nr1h4	0.2166	0.4320	0.2670	0.6078
27	Ppara	0.0929	0.7225	1.2696	0.0654
28	Pparg	0.0881	0.7576	0.5264	0.3352
29	Srebf1	−0.2218	0.4198	0.3281	0.5276
30	Srebf2	−0.2153	0.4383	−0.2076	0.6848

Note: Genes that were significantly up- or downregulated are highlighted in bold.

### Postnatal loss of *Dhcr24* resulted in viable mice

Since embryonic global loss of *Dhcr24* results in neonatal death of homozygous pups within 10 h of birth [(18) and unpublished observations], we investigated if postnatal global deletion of *Dhcr24* would be viable using a tamoxifen-inducible cre line. *Dhcr24*^flx/flx,Er-Cre^ pups were viable after birth and had no obvious difference in appearance, mortality, or fertility (unpublished data). At 4–5 weeks of age, we injected tamoxifen or oil (vehicle) in matched littermates and tracked their weights and plasma sterol profiles (Fig. 7). Deletion of *Dhcr24* was confirmed by PCR of genomic DNA isolated from liver (supplemental Fig. S1). There were no significant differences noted in the growth curves between vehicle or tamoxifen-treated mice (Fig. 7A). Liver (Fig. 7D) and spleen (supplemental Fig. S2B) weights also remained similar between vehicle and tamoxifen-treated mice. In tamoxifen-treated mice, there was an early decline and stable decrease in plasma cholesterol (Fig. 7B) with a dramatic and very large increase in plasma desmosterol (Fig. 7C). Liver, brain, and heart tissue cholesterol levels remained comparable between vehicle and tamoxifen-treated mice (Fig. 8A–C) with significantly elevated levels of desmosterol in these tissues (Fig. 8D–F), as well as in bile (Fig. 7F). In contrast to *Dhcr24*^flx/flx,Alb-Cre^ mice, where levels of circulatory cholesterol were normal, *Dhcr24*^flx/flx,Er-Cre^ mice possessed markedly lower plasma (Fig. 7B) and biliary cholesterol (Fig. 7E) with a maximal reduction down to 50% of the levels found in controls. The mechanism for the decreased plasma cholesterol is unclear, as the cholesterol content of liver, brain, and heart were not markedly different between tamoxifen and vehicle mice (Fig. 8A–C).

**Fig. 7:**
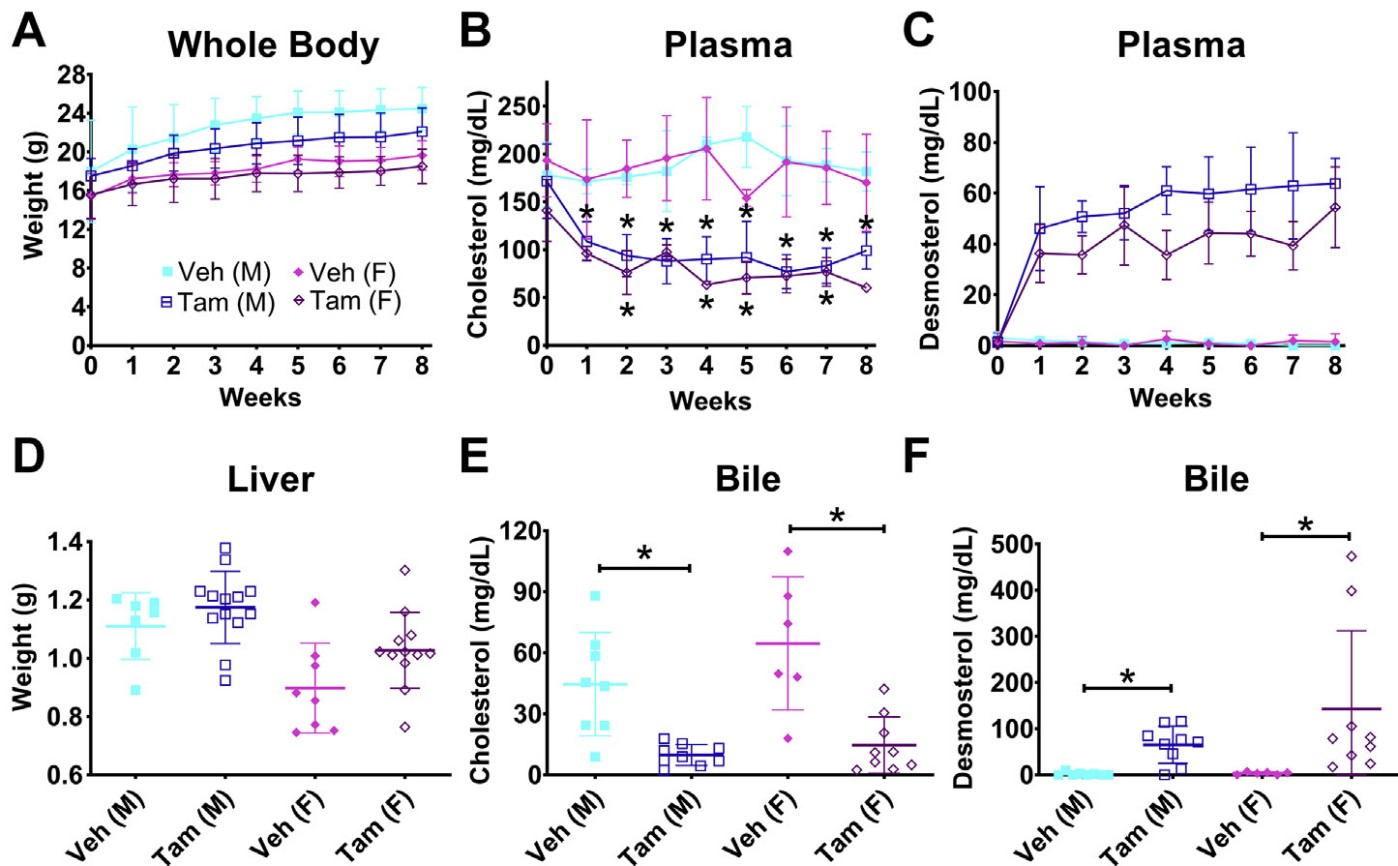
Characterization of mice lacking postnatal global expression of DHCR24. Body weights (A) and plasma cholesterol and desmosterol levels (B and C) were measured weekly for 8 weeks after injection of *Dhcr24*^flx/flx,Er-Cre^ mice with tamoxifen (Tam) or vehicle (Veh). Liver weights and biliary cholesterol and desmosterol levels were measured after euthanasia 8–9 weeks after injection (D–F). Body and liver weights did not differ significantly between Tam-treated mice and their sex-matched controls (A and D). As expected, plasma desmosterol was consistently elevated in the Tam-treated mice (C), but unlike LKO mice, cholesterol was also significantly lower in Tam-treated male and female *Dhcr24*^flx/flx,Er-Cre^ mice when compared with sex-matched Veh-treated controls (B). Biliary cholesterol and desmosterol levels mirrored the plasma level with elevated desmosterol and decreased cholesterol levels in Tam-treated mice (E and F). For body and liver weight measurements, N = 7 male Veh, N = 13 male Tam, N = 8 female Veh, and N = 12 female Tam mice, except in wk 5 where N = 7 for female Veh mice for body weight measurements. For plasma cholesterol and desmosterol measurements, N = 2 male Veh, N = 6 male Tam, N = 4 female Veh, and N = 3 female Tam mice, except in weeks 4 and 6 when N = 5 and in week 8 when N = 3 for male Tam mice, and in weeks 3 and 8 when N = 2 for female Tam mice. For biliary cholesterol and desmosterol measurements, N = 8 male Veh, N = 9 male Tam, N = 6 female Veh, and N = 9 female Tam mice. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1 SD. (∗*P* < 0.05) Comparisons were performed only with sex-matched controls.

**Fig. 8:**
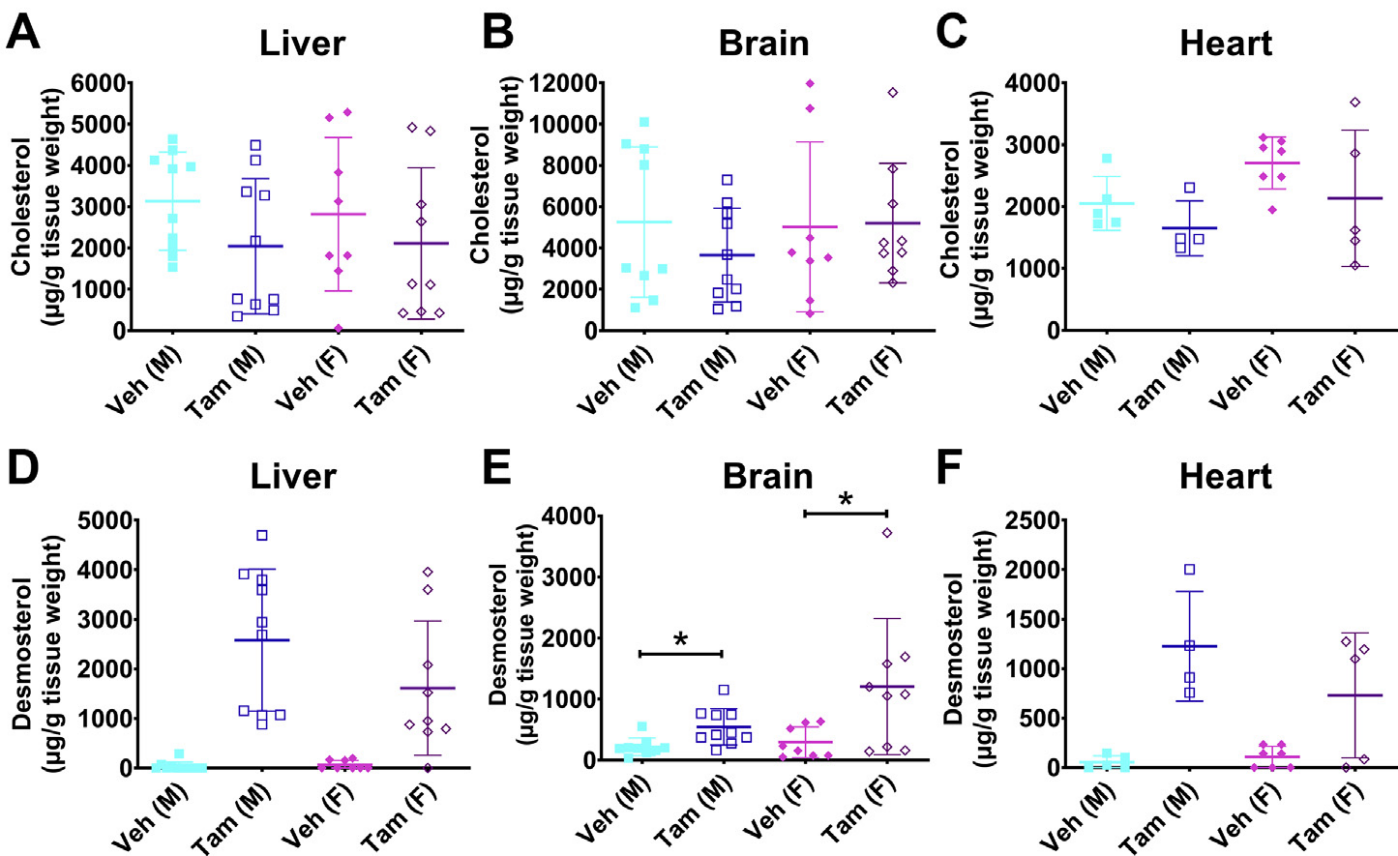
Effect of postnatal global *Dhc24* gene deletion on tissue sterol content. Cholesterol and desmosterol levels were measured in livers (A and D), brains (B and E), and hearts (C and F) of *Dhcr24*^flx/flx,Er-Cre^ mice harvested 8–9 weeks after injection with tamoxifen (Tam) or vehicle (Veh). As expected, after tamoxifen administration, desmosterol levels were dramatically increased in all three tissues (D–F). It is surprising that, despite the reduction in circulatory cholesterol, there was no reduction in the cholesterol content of tamoxifen-treated liver (A), brain (B), or heart (C). For liver measurements, N = 11 male Veh, N = 10 male Tam, N = 8 female Veh, and N = 9 female Tam mice; for brain measurements, N = 9 male Veh, N = 10 male Tam, N = 8 female Veh, and N = 9 female Tam mice. For heart measurements, N = 5 male Veh, N = 4 male Tam, N = 7 female Veh, and N = 5 female Tam mice. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1 SD. Statistical testing was performed only to sex-matched controls, ∗*P* < 0.05.

Although the presence of desmosterol was not initially obvious, after we performed sterol analyses, we noted that some vehicle-injected mice had detectable desmosterol levels. Although very low, these levels are still comparatively high, as wild-type mice and *Dhcr24*^flx/flx^ mice had undetectable desmosterol levels under our assay conditions. At sacrifice, 8–9 weeks post tamoxifen injection, PCR analyses of both male and female liver samples confirmed that tamoxifen-induced tissues showed distinct *Dhcr24* gene deletion (supplemental Fig. S1). Unfortunately, vehicle-injected mice showed variable levels of gene deletion (presence of both WT and KO bands) confirming leaky ER-Cre activity (supplemental Fig. S1). Although the vehicle-injected mice are therefore not ideal controls because of the endogenous leakiness of this particular ER-Cre driver (and we caution against its use), these data remain informative; tamoxifen-injected mice showed dramatic elevations in desmosterol yet continued to show no major phenotypic ill-health.

## Discussion

We describe here the creation of a *Dhcr24* conditional knockout mouse model and verified its functionality by generating and characterizing an LKO. Although the first report of a global *Dhcr24* knockout proposed that a “cholesterol-free” mouse was possible (17), subsequent characterizations of this line with further breeding showed no survival of global *Dhcr24* KO pups beyond 24 h and lethality was likely caused by a lethal dermopathy with transepithelial water loss (18). Our initial attempts reproduced the perinatal lethality in *Dhcr24* homozygous null mice (unpublished observations). This prompted us to pursue conditional KO models in order to explore the role of *Dhcr24* in embryonic development. *Dhcr24*^flx/flx^ mice were developed and validated using cre-mediated deletion in liver, as well as postnatal global loss using tamoxifen-inducible ER-Cre. Both the liver-specific and the postnatal global loss of *Dhcr24* mice were remarkably normal and showed comparable growth curves and preserved fertility and manifested no overt phenotype. This suggests that almost all the phenotypes observed with humans with desmosterolosis may be as a result of embryonic loss of DHCR24 activity and that loss of DHCR24 postnatally may not be as detrimental; loss of *Dhcr24* in mice using a globally expressed ER-cre driver resulted in the absence of endogenous cholesterol synthesis and a dramatic elevation in desmosterol levels but was well tolerated.

Cholesterol homeostasis in mammals is a complex and tightly regulated process that involves a proper balance between its endogenous synthesis, cellular uptake, and efflux. Inherited post-squalene cholesterol biosynthetic pathway disorders show distinct patterns of precursor accumulation and variable tissue cholesterol reductions, depending on the severity of enzymatic impairments (31, 32). Therefore, it is difficult to determine whether excessive accumulation of sterol precursors or a decrease in cellular cholesterol or some combination of these is responsible for the pathogenesis of disease phenotypes (31, 32). The liver was chosen as a tissue of interest for targeted deletion of *Dhcr24* owing to its primary role in the maintenance of systemic cholesterol homeostasis (33). An accumulation of excess desmosterol in the livers but not in the brains of *Dhcr24*^flx/flx,Alb-Cre^ mice confirms the liver-specific knockout of *Dhcr24*. The maintenance of elevated levels of plasma desmosterol in *Dhcr24*^flx/flx,Alb-Cre^ mice indicated that there was secretion of hepatic desmosterol into the circulation (34), and the increased desmosterol in bile and stool of *Dhcr24*^flx/flx,Alb-Cre^ male mice suggested that desmosterol can use the hepatobiliary system for excretion from the body. Nevertheless, the ability of *Dhcr24*^flx/flx,Alb-Cre^ mice to have a mostly normal phenotype despite accumulation of circulatory and tissue desmosterol in the liver suggests that elevated desmosterol and a loss of DHCR24 enzyme activity are well tolerated. Elevated levels of lanosterol in the liver, when compared with control mice, indicated limited involvement of the Kandutsch-Russell pathway in the liver and predominant use of the Bloch pathway. This is expected as DHCR24 catalyzes the first step of entry into the Kandutsch-Russell pathway and the last step of the Bloch pathway. Of interest, these results suggest also that control animals had minimal or very efficient utilization of the Kandutsch-Russell pathway, since there was little accumulation of intermediates from this pathway, although more sensitive techniques (such as LC-MS/MS) to detect subtle elevations were not employed. Lanosterol, which is an early intermediate in post-squalene biosynthesis, was upregulated in both male and female *Dhcr24*^flx/flx,Alb-Cre^ mice, although these mice differed in liver cholesterol levels, suggesting additional sex-specific regulation of sterol homeostasis.

Liver X receptors (LXRs) are nuclear proteins and a member of receptor family transcription factors that are reported to upregulate genes involved in cholesterol efflux, thereby participating in cholesterol homeostasis (35). Two important LXR-regulated genes involved in cholesterol efflux are ATP-binding cassette transporter-A1 (*Abca1*) and ATP Binding Cassette Subfamily G Member 1 (*Abcg1*) (35). Earlier studies have suggested that desmosterol, zymosterol, and various oxysterols act as endogenous ligands for activation of these nuclear proteins (LXR) and through this mechanism participate in glucose and lipid homeostasis, steroidogenesis, and immunity (30). However, our data did not show significant upregulation of *Nr1h3* and LXR target gene expression in livers of *Dhcr24*^flx/flx,Alb-Cre^ mice despite elevated circulatory and tissue levels of desmosterol. This is consistent with a previously published study by Muse *et al.* (36) that found that desmosterol had almost no activity in hepatocytes.

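In the female liver libraries, targets of the liver X receptor (LXR) differed in both directions: 8 of 18 were higher and 3 lower in LKO mice beyond counting error. *Nr1h3*, which encodes LXRα, had 2049 counts in LKO and 2051 in CTL liver, a log2 ratio of 0.07 (95% interval −0.02 to 0.16). The sterol exporters *Abcg5* (0.36, 0.29 to 0.42) and *Abcg8* (0.27, 0.21 to 0.34) were higher and *Abca1* (−0.25, −0.31 to −0.19) lower, while *Abcg1* (0.26, −0.06 to 0.59) did not differ beyond counting error. Of the lipogenic targets, fatty acid synthase (*Fasn*) stood at 699 against 1086 CPM (−0.64) and *Srebf1* had a ratio of −0.25. Lipoprotein lipase (*Lpl*), on chromosome 8 from 68880491 to 68907448, stood at 70.2 against 28.1 CPM (1.32), and the desaturase *Scd2* at 14.4 against 6.70 CPM (1.10). Of these targets, 2 were at least 2-fold higher. Their median log2 ratio of 0.12 lay at percentile 98.39 of 10000 matched random lists. In the same library, 10 of 11 measured markers of Kupffer cells and other macrophages were higher (median 0.30), with the scavenger receptor *Marco* at 24.6 against 11.3 CPM. Markers of hepatocytes had a median of −0.01.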

Notably missing from the list of differentially expressed genes in RNA-Seq analysis were genes involved in cholesterol biosynthesis. It seems that the loss of hepatic *Dhcr24* did not result in upregulation of the cholesterol biosynthesis pathway. 

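Other genes that respond to cellular sterols through SREBP2 also stood close to their CTL level in the liver of LKO mice. Of 7 measured genes of this kind, none was 2-fold higher or lower and their median log2 ratio was 0.02, at percentile 56.49 of 10000 matched random lists. They included *Pcsk9*, which promotes degradation of the LDL receptor, with a ratio of 0.02 (95% interval −0.08 to 0.11). *Srebf2*, which encodes SREBP2, stood at 54.7 against 64.6 CPM (−0.24, −0.34 to −0.13). As cholesterol synthesis genes were absent from those that differed, the paper proposes that desmosterol may make up for cholesterol in the sterol hepatocytes sense. Alternatively, it proposes that the supply of cholesterol from the periphery may be large enough to leave hepatic sterol balance unaffected.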

The accumulation of desmosterol may compensate for the loss of cholesterol, resulting in no detected change in the total sterol content sensed by the hepatocyte, or the liver may receive so much cholesterol from the periphery that unless that is altered, hepatic sterol balance may not be impacted by loss of DHCR24. Postnatal global deletion of *Dhcr24* showed that plasma cholesterol fell significantly, while total plasma sterol levels seemed unaltered, as the decrease in cholesterol was matched by the significant rise in desmosterol.

Finally, we also asked if a global deletion of *Dhcr24* was lethal. Although vehicle-injected *Dhcr24*^flx/flx,Er-Cre^ mice showed leaky expression of Cre recombinase, the tamoxifen-treated mice are nevertheless informative; almost complete whole-body loss of cholesterol synthesis is compatible with life; growth parameters seem relatively normal and the accumulation of pharmacological amounts of desmosterol in the blood (∼60 mg/dl) seems to be well tolerated. This result is expected given that there are some surviving adult patients with desmosterolosis and also because whole-body inhibition of cholesterol synthesis using Triparanol had been used on humans as a treatment of elevated cholesterol in the last century (37, 38). Future studies, using a more specific ER-cre, are planned to examine if there is a long-term phenotype, especially on nervous system function as the blood-brain barrier is a limitation for dietary cholesterol entry.

In conclusion, we demonstrated that *Dhcr24* is not necessary for survival after fetal development. Insights derived from the pathways identified by RNA-Seq analysis suggest many potential mechanisms by which desmosterol accumulation may be clinically important. However, expression of genes involved in cholesterol synthesis and metabolism seem not to be affected by the deletion of *Dhcr24*, although direct measurements of sterol synthesis rates were not performed. 

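Genes of bile acid, lipoprotein and fatty acid metabolism also showed small differences between the liver libraries. Of 18 genes of bile acid synthesis and transport, 1 was at least 2-fold lower and none 2-fold higher (median log2 ratio −0.04, percentile 18.35). *Cyp8b1*, the sterol 12α-hydroxylase, stood at 68.2 against 78.5 CPM (−0.20, 95% interval −0.30 to −0.11). All 18 genes of lipoprotein metabolism lay within 2-fold (median 0.00, percentile 48.92), from *Apoc2* (−0.86) to *Apoc1* (0.38). The same held for 14 genes of fatty acid synthesis, whose median was −0.13 at percentile 2.1 of the matched random lists. In adrenals, 19 cholesterol synthesis genes had a median of −0.14 at percentile 0.01. *Sqle* stood lowest there, at 16.8 against 32.9 CPM (−0.97, −1.14 to −0.79), and *Hmgcs1* highest (0.32).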

*Dhcr24*^*flx*/flx^ mice can serve as a valuable tool to investigate the role of post-squalene synthesis in development, as well as study the long-term effects of *Dhcr24* deletion on mammalian physiology.

### Data availability

The RNA-Seq data have been deposited with the NCBI Gene Expression Omnibus (GEO) database (#GSE146524), and all primary raw data are available from the corresponding author.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Generation and validation of a conditional knockout mouse model for desmosterolosis
**Source:** J Lipid Res. 2021 Jan 30;62:100028. doi: 10.1016/j.jlr.2021.100028
**Supplement:** Supplemental Tables S1 & S2 and Figures S1 to S4

**SUPPLEMENTAL FIGURES:**

**Generation and validation of a conditional knockout mouse model for desmosterolosis**

Babunageswararao Kanuri^1^, Vincent Fong^1^, Sithara Raju Ponny^2#^, Ranjuna Weerasekera^3#^, Kirthy Pulakanti^4^, Kriya Patel^5#^, Roman Tyshynsky^5#^, Shailendra B. Patel^1*^

**Supplemental Table S1. Pathways enriched by significantly downregulated genes**

| **ID** | **Term** | **C^*^** | **P Value** | **Genes** | **q-value**  **Bonferroni** |
| --- | --- | --- | --- | --- | --- |
| **Female *Dhcr24*^flx/flx,Alb-Cre^ liver** | | | | | |
| SMP00130 | Steroidogenesis | 4 | 2.18E-07 | CYP11A1, CYP11B1, CYP21A2, HSD3B1 | 1.62E-04 |
| MAP00140_C21 | Steroid hormone metabolism | 4 | 6.45E-07 | CYP11A1, CYP11B1, CYP21A2, HSD3B1 | 4.81E-04 |
| 1270046 | Metabolism of steroid hormones | 5 | 3.98E-06 | CYP11A1, CYP11B1, CYP21A2, STAR, HSD3B1 | 2.97E-03 |
| 1270048 | Glucocorticoid biosynthesis | 3 | 3.50E-05 | CYP11B1, CYP21A2, HSD3B1 | 2.61E-02 |
| 545305 | Mineralocorticoid biosynthesis | 2 | 1.72E-04 | CYP11B1, CYP21A2 | 1.28E-01 |
| **Female *Dhcr24*^flx/flx,Alb-Cre^ adrenal gland** | | | | | |
| 1269923 | Transport of glucose and other sugars, bile salts and organic acids, metal ions and amine compounds | 6 | 1.82E-05 | SLC5A7, RSC1A1, SLC6A18, EMB, RHAG, SLC6A2 | 7.05E-03 |
| 1269456 | p75NTR regulates axonogenesis | 3 | 2.81E-05 | NGF, NGFR, OMG | 8.44E-03 |
| 1269446 | NFG and proNGF binds to p75NTR | 2 | 2.70E-05 | NGF, NGFR | 1.05E-02 |
| 1269455 | Ceramide signaling | 2 | 8.03E-05 | NGF, NGFR | 3.11E-02 |
| 1269457 | Axonal growth stimulation | 2 | 1.60E-04 | NGF, NGFR | 6.21E-02 |

* refers to hit count in query list

**Supplemental Table S2. Pathways enriched by significantly upregulated genes**

| **ID** | **Term** | **C^*^** | **P Value** | **Genes** | **q-value**  **Bonferroni** |
| --- | --- | --- | --- | --- | --- |
| **Female *Dhcr24*^flx/flx,Alb-Cre^ liver** | | | | | |
| M6487 | Platelet Amyloid Precursor Protein Pathway | 4 | 9.85E-06 | PLAT, PLAU, COL4A3, COL4A4 | 7.93E-03 |
| M5889 | Ensemble of genes encoding extracellular matrix and extracellular matrix-associated proteins | 24 | 1.12E-04 | PDGFB, GDF6, MFAP4, CCL4, PLAT, PLAU, CLEC10A, CCL22, MMP12, COL4A3, COL4A4, CXCL14, VCAN, EMCN, SEMA3E, BDNF, PTN, FGF21, VWA3B, ADAMTSL1, ECM2, ESM1, LAMC2, VWA7 | 9.00E-02 |
| 1270207 | Phase II conjugation | 7 | 1.44E-04 | TPMT, NAT1, UGT1A8, SULT1E1, SULT2A1, GSTA1, GSTA2 | 1.16E-01 |
| **Female *Dhcr24*^flx/flx,Alb-Cre^ adrenal gland** | | | | | |
| 83073 | Complement and coagulation cascades | 30 | 4.14E-30 | MBL2, VSIG4, F2, F5, F7, F9, F10, F11, F12, F13B, FGA, FGB, FGG, PLG, SERPINF2, VTN, CPB2, CFI, SERPINC1, PROC, MASP2, CFB, C5, C8A, C8B, C8G, C9, KLKB1, KNG1, SERPIND1 | 4.45E-27 |
| SMP00274 | Heparin Pathway | 14 | 9.27E-21 | F2, F7, F9, F10, F11, F12, F13B, FGA, FGB, FGG, PLG, SERPINC1, KLKB1, KNG1 | 9.97E-18 |
| SMP00273 | Fondaparinux Pathway | 14 | 9.27E-21 | F2, F7, F9, F10, F11, F12, F13B, FGA, FGB, FGG, PLG, SERPINC1, KLKB1, KNG1 | 9.97E-18 |
| SMP00275 | Ardeparin Pathway | 14 | 9.27E-21 | F2, F7, F9, F10, F11, F12, F13B, FGA, FGB, FGG, PLG, SERPINC1, KLKB1, KNG1 | 9.97E-18 |
| SMP00272 | Enoxaparin Pathway | 14 | 9.27E-21 | F2, F7, F9, F10, F11, F12, F13B, FGA, FGB, FGG, PLG, SERPINC1, KLKB1, KNG1 | 9.97E-18 |

* refers to hit count in query list

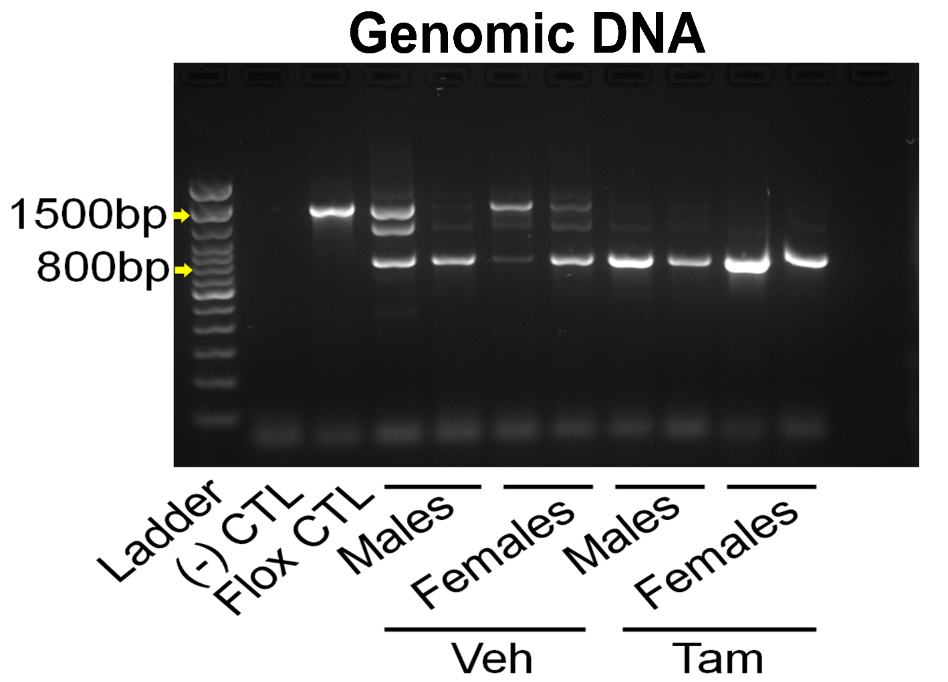

**Supplemental Fig. S1. Presence of leakiness in the liver samples of vehicle treated *Dhcr24*^flx/flx,Er-Cre^ mice.** PCR targeting *Dhcr24* exon 3 of genomic DNA isolated from the livers of vehicle or tamoxifen treated mice were run on 1.5% agarose gel and visualized. Vehicle (Veh) treated *Dhcr24*^flx/flx,Er-Cre^ mice showed a clearly visible floxed WT band at ~1400bp and a gene deletion band at ~800bp, while the tamoxifen (Tam) treated samples showed only a deletion band.

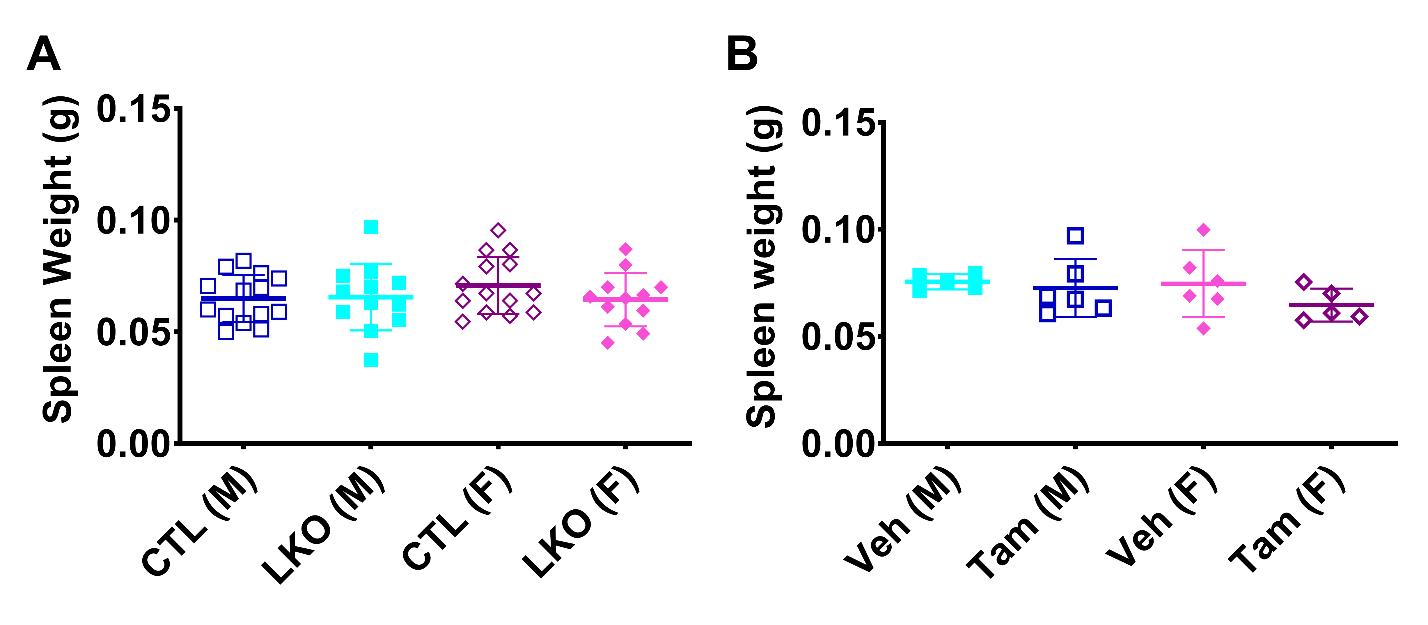

**Supplemental Fig. S2. Spleen weights.** Spleen weights were measured in tissues collected in CTL and LKO mice (panel A) at age 10-12wk old or from *Dhcr24*^flx/flx,Er-Cre^ mice harvested 8-9weeks after injection with tamoxifen (Tam) or vehicle (Veh). N=9 male CTL, N=7 male LKO, N=10 female CTL, N=10 female LKO mice, N=7 male Veh, N=13 male Tam, N=8 female Veh, and N=12 female Tam mice. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1SD.

**
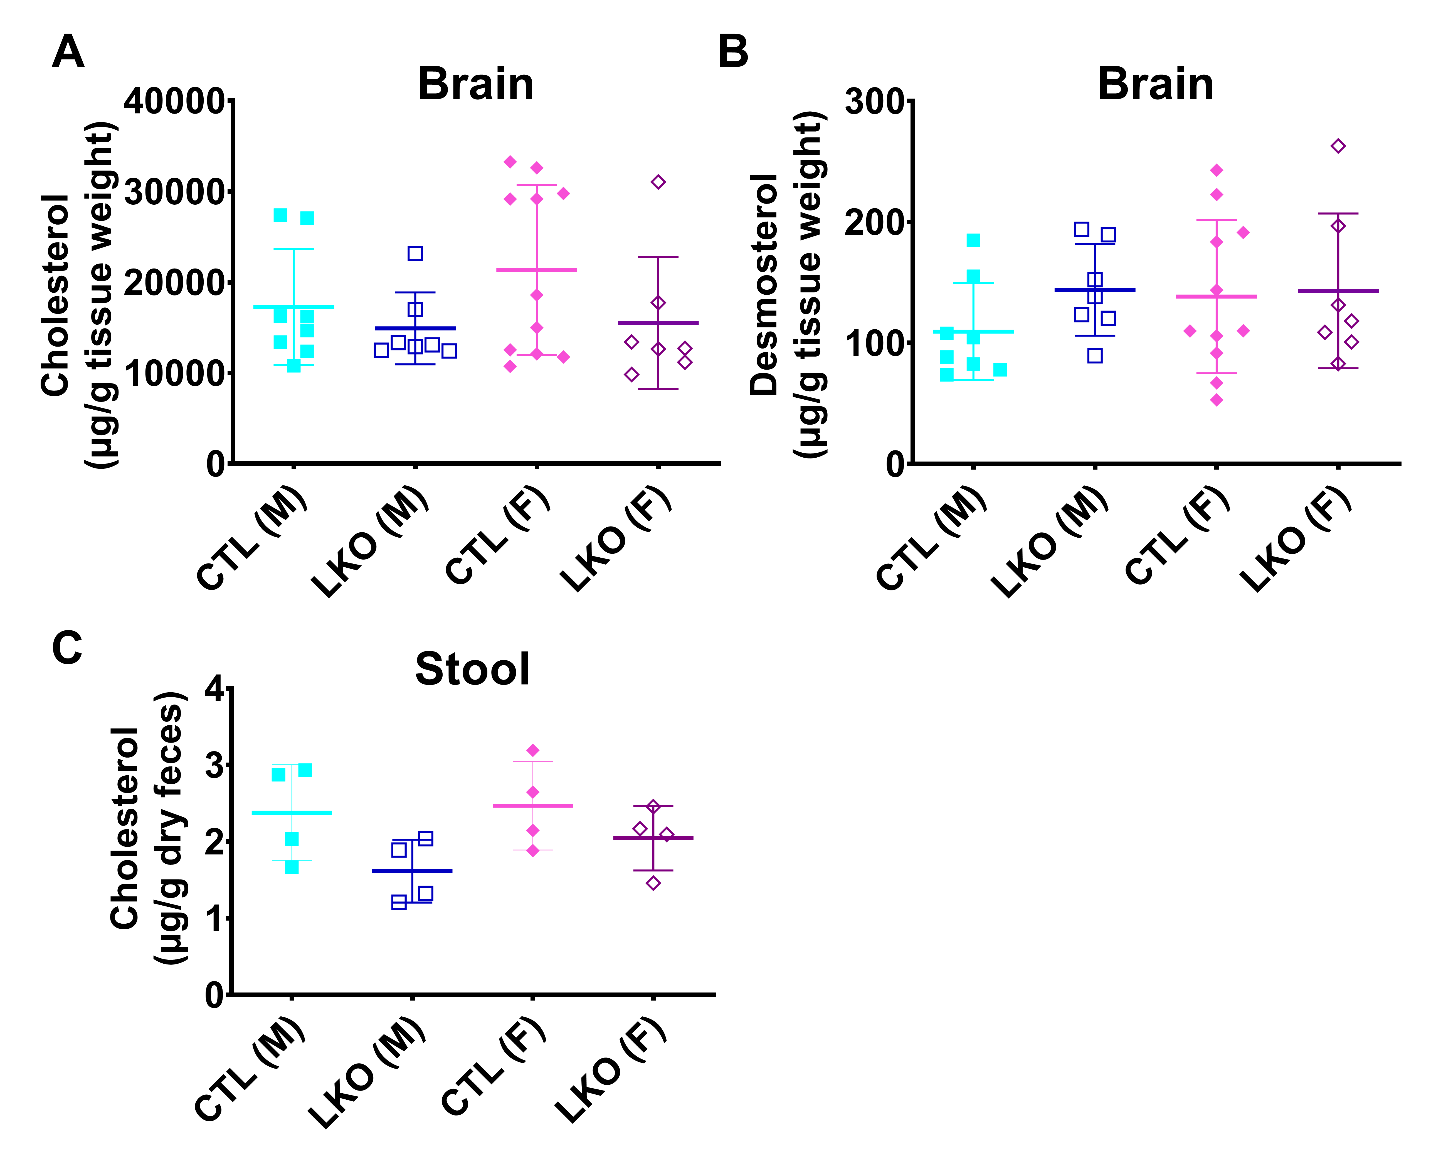
**

**Supplemental Fig. S3:** **Brain cholesterol and desmosterol, and stool cholesterol in *Dhcr24*^flx/flx,Alb-Cre^ mice.** Cholesterol and desmosterol levels in brains (panels A&B), and cholesterol levels in stool (panel C) of CTL and LKO mice are shown. There were no significant differences found in these parameters between LKO mice and their sex-matched controls. Brains were collected from mice after euthanasia at age 10-12 wk. For brain measurements, n=8 male CTL, 7 male LKO, 11 female CTL, 7 female LKO mice; for stool measurements, n=4 in all groups. Males are represented with squares, and females with diamonds; closed symbols indicate CTL mice, and open symbols LKO mice. Bars denote mean ± 1SD.

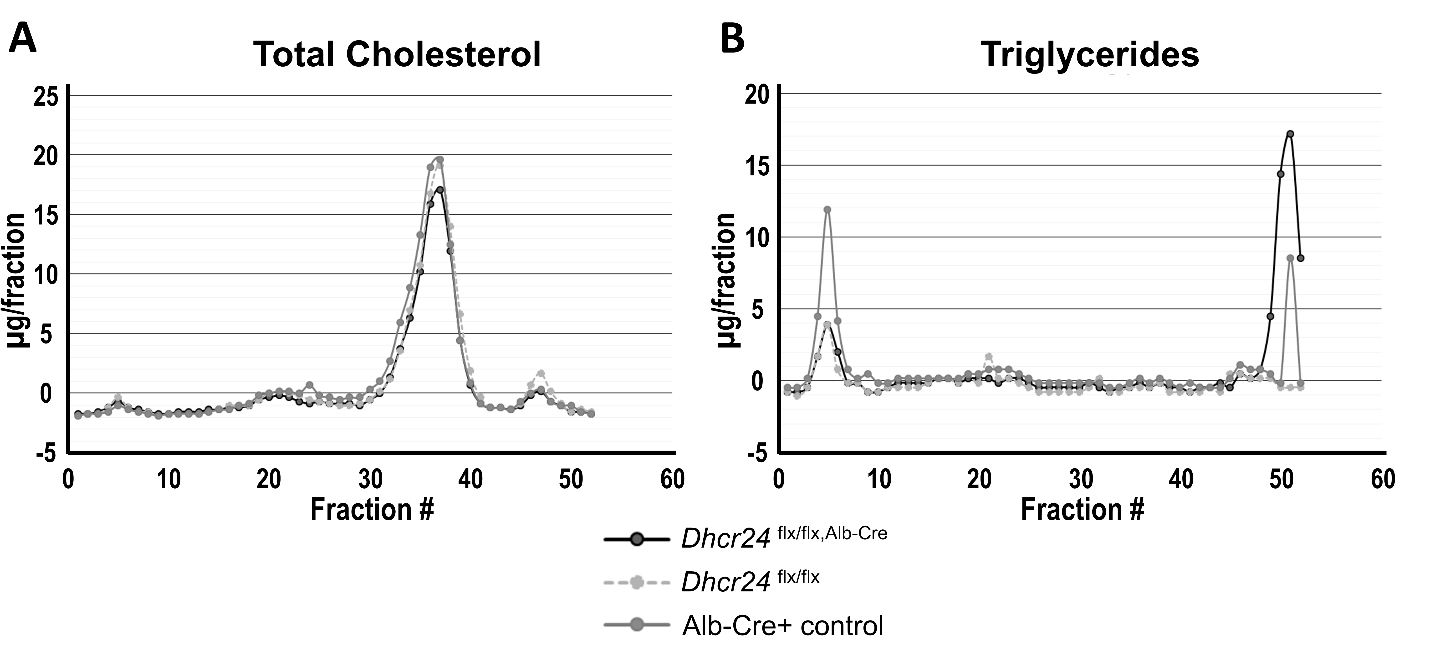

**Supplemental Fig. S4. FPLC total cholesterol and triglyceride lipoprotein profiles.** Pooled plasma samples were run on the Akta pure FPLC, and a total of 52 fractions each were collected and analyzed for total cholesterol and triglycerides. Lipoprotein profiles were similar between *Dhcr24*^flx/flx,Alb-Cre^, *Dhcr24*^flx/flx^ and Alb-Cre+ controls. The ‘triglyceride’ peaks in fractions 50 onwards in panel B likely represent non-lipoprotein glycerol.

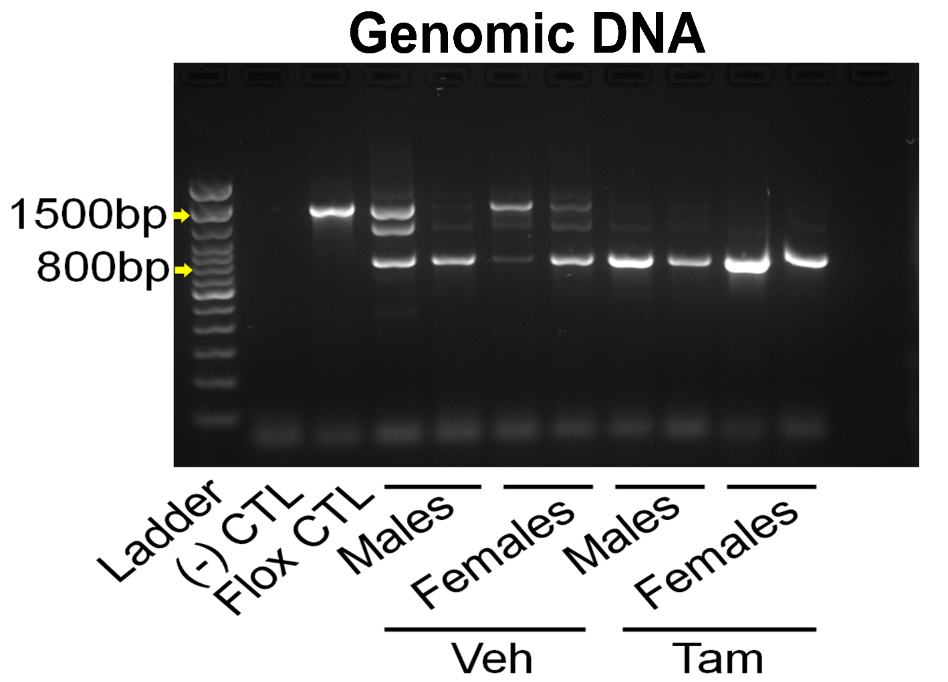

**Supplemental Fig. S1. Presence of leakiness in the liver samples of vehicle treated *Dhcr24*^flx/flx,Er-Cre^ mice.** PCR targeting *Dhcr24* exon 3 of genomic DNA isolated from the livers of vehicle or tamoxifen treated mice were run on 1.5% agarose gel and visualized. Vehicle (Veh) treated *Dhcr24*^flx/flx,Er-Cre^ mice showed a clearly visible floxed WT band at ~1400bp and a gene deletion band at ~800bp, while the tamoxifen (Tam) treated samples showed only a deletion band.

How the deposited data were processed for this re-analysis (not part of the article)

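Gene expression was measured by RNA-Seq in 8 libraries. Of these, 4 came from liver and adrenal glands of female LKO and CTL mice, 1 for each tissue and genotype, and 4 from macrophages of male and female LKO and CTL mice, 1 for each sex and genotype, on which the paper does not report. The conditions were taken from the paper and from the submitters' labels. The liver and adrenal libraries were made with the NEBNext Ultra Directional kit and the macrophage libraries with the TruSeq RNA v2 kit. The tissue from which the macrophages were taken is not given in the sources used here.

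The authors trimmed the reads with Trimmomatic (version 0.33), mapped them to mm10 with HISAT2 (2.0.5) and estimated transcript abundance with kallisto (0.43.1); the versions are those of the submitters' processing notes. The authors deposited a table of estimated counts per gene symbol, not normalized, and a table of TPM, which are scaled within each library to sum to 1000000. The paper's own differential expression was calculated with RUVSeq, which was not repeated here. Of 33639 gene symbols, 32158 (95.6%) matched the GENCODE annotation of GRCm38, from which gene locations were taken. There was 1 row that named no gene; its share of the counts was 0% and it was left out.

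The estimated counts were rounded to whole numbers before use. For liver and adrenal, counts were scaled by TMM (edgeR 4.0.16) between the LKO and CTL libraries of a tissue. The log2 ratio of LKO over CTL was taken after adding 0.5 to each count, for genes with at least 1 CPM in either library. Exact 95% intervals (Clopper-Pearson) cover counting error only. With 1 library per genotype no test was made, and genes were counted by a fixed 2-fold ratio, after the paper's fold cutoff. A gene with no count in a library was given a bound against a floor of 3 counts. The median of each gene list was placed among those of 10000 random lists of the same size, each gene being replaced by one of the 200 genes nearest to it in mean expression, as a description of these libraries.

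For macrophages, LKO was compared with CTL by edgeR's quasi-likelihood test with TMM scaling, edgeR's default filter and sex as a term, with Benjamini-Hochberg adjustment at 0.05. The alternative tools were DESeq2 1.42.0 on the counts and limma 3.58.1 on log2 TPM. Each macrophage library stands for a group of its sex, so P values measure the spread over 1 residual degree of freedom, moderated across genes.

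The deposited libraries held 24252821 (LKO liver), 25823975 (CTL liver), 25055256 (LKO adrenal), 24670409 (CTL adrenal), 54901433 (LKO male macrophage), 55219537 (CTL male macrophage), 26057589 (LKO female macrophage) and 26394138 (CTL female macrophage) estimated counts. A floor of 3 counts corresponds to between 0.0543 and 0.124 CPM.

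Both procedures were tested on simulated data drawn from the means and sizes of the real libraries. For the liver libraries (12403 genes), 100% of 100 genes changed by 1.5 on the log2 scale passed the 2-fold ratio, as did 15 unchanged genes, and 95.1% of the intervals held the true value. For the adrenal libraries (14377 genes), 100% of 100 changed genes passed, as did 16 unchanged genes, and 95.06% of the intervals held the true value. The liver and adrenal simulations held counting error only, without variation between mice, so this coverage of the counting intervals was built in. The numbers of unchanged genes that passed are therefore not an error rate of the 2-fold ratio in the real libraries. For the macrophages (14484 genes), counts simulated with the fitted dispersion trend (median 0.019) and no scatter between genes gave back 88% of genes changed 2-fold and 100% of genes changed 4-fold, with 8 unchanged genes called. That simulation is more favorable than the real libraries, whose common dispersion was 0.028. At this common dispersion 72% and 100% were recovered (7 unchanged genes called), and with dispersions scattered between genes by edgeR's estimated prior 1% and 65% (4 unchanged genes called); both were added after the real test was seen. A gene that did not pass the macrophage test is therefore not shown to be unchanged.

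Before the data were examined, 41 gene lists with 500 genes were fixed, covering sterol, lipid and steroid pathways, stress and inflammation, cell type markers and the genes of the paper's tables. The genes named in the text follow a rule fixed at the same time. They are the genes of the paper's Table 1 and supplemental Tables S1 and S2, the 15 genes with the highest and the 15 with the lowest ratio in each of liver and adrenal among genes with at least 5 CPM in either library, the 3 highest and 3 lowest members of each list or any member of a short list, and in macrophages the 10 higher and 10 lower genes with the smallest P values. Names of pseudogenes and predicted genes were left out of the ranked parts. Genes named outside this rule, chosen after their values were seen, are *Alb* in adrenals, *Erdr1* and *Gemin4* outside the tissues where the rule covers them (*Erdr1* in adrenals and macrophages, *Gemin4* in macrophages), and *B020031M17Rik* and *Gm21887*. The values in the paper's tables had been seen when the rule was written. Which members of the rule's genes the text names was decided with their values in view.

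The alternatives fixed before the data were examined were median-of-ratios or total count scaling, pseudocounts of 0.125 and 2 counts, the deposited TPM with 0.1 added, no filter or a filter of 5 CPM, counting intervals beyond the 2-fold ratio, sets of genes without pseudogene names or without genes of the other tissue, and for macrophages other scalings, other tools, no sex term, each sex alone and leaving out each library. Subtracting liver RNA from the LKO adrenal library, leaving liver-type genes out of the macrophage test, leaving genes of the paper's supplemental tables out of the other lists, and taking pseudogene names out of the genes shared by liver and adrenal were added after the data were seen. R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) were used.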

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

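Of the tests in this part, those over genes nearly absent from the LKO liver and over the 40 adrenal genes with a countable gain, the simulated shares of higher genes and the lists without the paper's genes were chosen only after the result was seen, as were the rule for the gene lists given below and the judgments named as such.

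Hepatocyte genes were higher in the LKO adrenal library. Over 399 genes abundant in liver, the excess in LKO over CTL adrenals followed the level in LKO liver (Spearman correlation across genes, which are not independent replicates, 0.875), and 97.0% of the genes were higher, by a median of 1.71% of the liver level. A hepatocyte program switched on in part in adrenal cells would have given shares that scatter between genes, but the interquartile range of the log2 share was 0.612. Index reads misassigned between libraries would have left a like share in CTL adrenals; the share there was 0.108 of that in LKO adrenals over the 399 genes, between the bounds set in advance, and 0.0354 over the hepatocyte markers, for which no bound was set, so this was not decided. Liver RNA in the LKO adrenal library is therefore a candidate explanation, and a biological change in the glands beside it was not excluded.

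Adrenal cortex genes were higher in the CTL liver library. If adrenal RNA were the source, the excess in CTL liver was to follow the adrenal level over 259 adrenal genes, but the Spearman correlation across genes was −0.0307, which met the bound set in advance against this explanation. After the value was seen that bound was judged unable to decide: at the cortex markers' share of 0.0201% the median gene would gain 1.12 counts, under the floor of 3, and over the 40 genes expected to gain at least 3 counts the correlation was 0.27 (resampling interval 0.185 to 0.418), where counts simulated with that share of adrenal RNA gave 0.188 to 0.624. Of these 40 genes 55% were higher in CTL liver, against 62.5% to 85% simulated with that share and 27.5% to 55% without adrenal RNA; of the 259 genes 50.2% were higher, against 51.7% to 63.3% and 40.9% to 52.1%. Both shares lay below the ranges simulated with adrenal RNA, while the correlation over the 40 genes lay within its range. The simulated ranges hold counting error only, without differences between the livers in genes that have a liver level of their own. The simulated share was also taken from the cortex markers that form the pattern. The simulations therefore cannot decide for or against adrenal RNA. Among the medulla markers, *Chgb* (59 against 0 counts), *Scg2* (8 against 0) and *Chga* (7 against 0) were seen in CTL and not in LKO liver. *Slc6a2* (6 against 7) and *Penk* (0 against 1) were not higher in CTL liver. In CTL adrenals both were scarce, at 24.65 and 12.93 CPM against 4239 CPM for *Chgb*. Adrenal RNA at the cortex markers' share would give them no countable gain, so they do not bear on it. The other medulla markers without a count in LKO liver had at most 2 counts in CTL liver. Over 10 genes abundant in the adrenal and nearly absent from LKO liver, 100% were higher in CTL liver (291 against 39 counts). These genes were chosen with their liver values in view. A low LKO level was also part of the choice, which favors a higher CTL level, so this is not independent evidence. A loss of steroidogenic expression in LKO hepatocytes would leave medulla markers out; their share was 0.499 of the cortex markers' share, which met the bound set against it, but a resampling interval added afterwards ran from 0 to 0.949, so neither explanation was excluded.

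Medulla and neuronal genes were lower in the LKO adrenal library. Dilution by liver RNA would lower cortex and medulla markers alike, but the medians of their log2 ratios lay 1.11 apart. The test written for a smaller share of medulla in the LKO glands, 93.3% of the medulla markers lower, restates the pattern and decides nothing, a judgment made after the value was seen. A smaller share of medulla, lower expression in the same cells and a different dissection stay open.

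The macrophage libraries, on which the paper does not report, held 1006 genes higher and 713 lower in LKO at an unadjusted p under 0.05 by edgeR's quasi-likelihood test, where 0 and 0 passed at an adjusted p under 0.05 and DESeq2 called 93 and 83. Hepatocyte markers in macrophages stood at a median of 0.178% of the CTL liver level in female LKO, 0.148% in male CTL and 0.208% in female CTL mice, and had no count for 18 of 24 markers in male LKO mice. Gene lists not taken as a whole from the paper, though some share genes with its supplemental tables, are given here where their median log2 ratio lay at least 0.5 from 0 and at most 0.01% of the matched random lists lay as far out on its side. In macrophages these were heat shock (−0.98), hepatocyte markers (−2.71), acute phase (−1.57), phase II conjugation (−0.82) and lipoproteins (−0.65). Most of these medians lay closer to 0 when the male LKO library was left out together with the term for sex: −0.107 for hepatocyte markers, −0.0987 for the acute phase, −0.44 for phase II conjugation and −0.0512 for lipoproteins, against −0.88 for heat shock. Dropping the term for sex alone, with all libraries kept, gave −1.17, −0.89, −0.69 and −0.46 in the same order, against −0.98 for heat shock. In liver they were CNS glia markers (2.91), adrenal cortex markers (−1.80), steroidogenesis (−0.998), phase II conjugation (1.03), erythroid markers (−0.74) and the acute phase (−0.60). Of these, the medians of adrenal cortex markers, steroidogenesis and phase II conjugation rest on genes that the paper chose on the same libraries; without them they were 0.04, 0.13 and 0.24. In adrenals they were hepatocyte markers (4.84), female-biased liver genes (4.54), lipoproteins (2.44), phase II conjugation (2.02), bile acid synthesis and transport (2.00), the acute phase (1.03), adipocyte markers (0.90), LXR targets (0.71), medulla markers (−1.08) and neuronal markers (−1.24). The acute-phase list went in opposite directions in liver (−0.60) and adrenals (1.03). In adrenals the hepatocyte markers were higher as well, for which liver RNA in the LKO library is a candidate explanation. The erythroid list went in opposite directions in male (−0.81) and female (0.65) macrophages. These differences were not tested.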

How the results depend on the processing

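Of the alternatives, subtracting liver RNA from the LKO adrenal library, leaving liver-type genes out of the macrophage test, leaving genes of the paper's supplemental tables out of the other lists and leaving pseudogene names out of the shared genes were chosen only after the data were seen. Within liver or within adrenals no test was possible with 1 library per genotype, and a joint test of both tissues with tissue as a term was not made. In macrophages the term for sex compares LKO with CTL mice within each sex, with 1 residual degree of freedom. Over liver and adrenal, 87 of the values for the main comparisons stayed within the counting error or within 1.5 times, 25 moved and 1 changed sign; among named genes and other lists, 1637 stayed, 144 moved and 12 changed sign. Scaling by median of ratios or total count and other pseudocounts left the counts of genes within 1.5 times. The filter on low counts mattered most: with no filter, 2313 and 2210 genes were higher and lower in LKO liver and 2574 and 2196 in LKO adrenals, and with a filter of 5 CPM, 44 and 51 in liver and 278 and 144 in adrenals. Fewer genes are compared under the stricter filter. Requiring the counting interval to lie beyond the 2-fold ratio left 64 and 64 genes in liver and 89 lower in adrenals. Without genes over 10 times higher in CTL liver, 193 genes were higher in adrenals, and 297 after liver RNA was subtracted. Genes shared by liver and adrenals numbered 772 with no filter, 4 at 5 CPM and 18 without pseudogene names.

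With the deposited TPM, adrenal *Dhcr24* had a log2 ratio of −0.31, and the cholesterol synthesis median was −0.14 in liver and −0.27 in adrenals (−0.29 after liver RNA was subtracted). The steroidogenesis median in adrenals was −0.0428 with total count scaling and −0.0613 with TPM, and in liver −1.80 with no filter and −0.0213 at 5 CPM. Without genes of the paper's supplemental tables, the liver medians of steroidogenesis (0.13) and adrenal cortex markers (0.0403) changed sign and that of phase II conjugation was 0.24; leaving out genes that were chosen as changed draws a median away from the direction they were chosen for. *Apob* (0.10) and *Ppara* (−0.0835) in liver and *Cyp11b1* (−0.0133), *Cyp21a1* (−0.00838) and *Nr5a1* (−0.00807) in adrenals changed sign with TPM, and the cause was not tested. The 9 genes that the paper lists as downregulated in adrenals had a median of 0.0732 in liver with no filter, and male-biased liver genes one of −0.25 in adrenals at 5 CPM. After liver RNA was subtracted, the hepatocyte marker median in adrenals was 0.17, that of female-biased liver genes −0.18, and *Apob* (−7.00), *Cps1* (−6.10) and *Gc* (−1.32) changed sign; subtracting 1 common share takes too much from genes whose own share is smaller.

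In macrophages, where 0 genes were higher and 0 lower by edgeR's quasi-likelihood test, upper-quartile scaling gave 4 and 2, DESeq2 93 and 83, limma on TPM 7 and 1, and the test without liver-type genes 7 and 7. Each fit with 1 library left out also dropped the term for sex, since 3 libraries leave no residual degree of freedom with it, so genotype is partly confounded with sex there and the effects of the 2 choices cannot be told apart. These fits gave 0 and 0 higher and lower genes without female CTL, 38 and 147 without female LKO, 16 and 16 without male CTL and 29 and 4 without male LKO. Dropping only the term for sex gave 0 and 0. A group left with 1 library was assumed to vary like the other. In the same fits, without the term for sex, the LXR target median ranged from −0.32 to −0.20 (−0.27 with all 4 libraries), and it was −0.11 with TPM and −0.21 in female mice. The cholesterol synthesis median ranged from −0.17 to 0.14 in these fits and was 0.15 with TPM. Depth limits the steroidogenic genes in liver and the hepatocyte genes in CTL adrenals, several of which had 5 counts or fewer in a library.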

Differences from the paper's values

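The paper reports 717 differentially expressed genes in female liver, at a fold cutoff of 2 together with a P value cutoff. Here 363 genes were at least 2-fold higher or lower, with no P value. None of the alternatives fixed before the data were examined came within 1.5 times of the paper's count: 358 with median-of-ratios scaling, 360 with total count scaling, 369 and 333 with lower and higher pseudocounts, 429 with TPM, 4523 with no filter and 95 at 5 CPM. The paper's supplementary workbook, in the copy used here, lists 514 genes for liver, fewer than the 717 of the text. All 514 had the same sign here, with a median absolute difference of 0.05, and 240 of them lay under the filter of 1 CPM. For adrenals it lists 627 genes, all 627 with the same sign here.

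For 4 genes of Table 1, the log2 ratios in liver differed in sign or by more than the counting error. The paper gives 0.0126 for *Scarb1*, 0.0452 for *Apoa1*, −0.0755 for *Apob* and 0.1057 for *Apoe*, and the values here were −0.0114, 0.0212, −0.0996 and 0.0817. In all 4 the paper's value was higher by nearly the same amount, as it was for other liver genes such as *Hmgcr* and *Cd36*. This is a common shift, as a difference in scaling would give. The 4 genes stand out because their counting error was small or, for *Scarb1*, because the sign differed. With total count scaling they were 0.00603, 0.0386, −0.0822 and 0.0991, which did not differ from the paper's. With median-of-ratios scaling, either other pseudocount, TPM, no filter and the filter of 5 CPM, all 4 still differed.

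The paper states that steroid hormone biosynthesis was enriched among upregulated genes of the adrenals. Of 13 steroidogenesis genes, none was 2-fold higher here and their median log2 ratio was −0.01. Liver enzymes that act on steroids, such as *Hsd17b6* (6.02), were higher. The paper explains FAS as fatty acid synthase, whose gene is *Fasn*. Its Table 1 gives −0.1210 in liver and 0.2124 in adrenals for *Fas*. The gene *Fas* had −0.14 and 0.23 here, and *Fasn* had −0.64 and 0.65. Table 1 gives no adrenal value for *Abcg5*, *Abcg8*, *Cyp7a1* and *Cyp8b1*, which stood at 4.94, 4.48, 5.02 and 2.51 here. These ratios rest on 2, 3, 1 and 7 counts in the CTL adrenal library. Liver RNA in the LKO adrenal library is a candidate explanation for them too, so they are not shown to be changes in the glands.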

Other observations

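In macrophages of LKO mice, most heat shock genes were lower in a test adjusted over that list alone, while no gene passed edgeR's quasi-likelihood test adjusted over all genes. Of 12 heat shock genes all had a log2 fold change below 0 (median −0.98, at percentile 0 of 10000 matched random lists), and 11 were lower in edgeR's quasi-likelihood test adjusted over the list alone (7 without the female CTL library and the term for sex). Adjusted over all 14741 genes, 0 were lower by this test, 2 with upper-quartile scaling, 3 without liver-type genes (a setting added after the data were seen), 7 by DESeq2 and 1 by limma on TPM. The inducible *Hspa1a* stood at 9.26 and 6.57 CPM in female and male LKO against 43.9 and 26.2 CPM in female and male CTL mice (log2 fold change −2.12, standard error 0.14, adjusted p = 0.0612 from edgeR's quasi-likelihood test). The chaperone *Hsph1* had −1.48 (standard error 0.11, adjusted p = 0.0612 from the same test). *Hspa1a* and *Hspa1b* share reads, so the division between them is uncertain.

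Of 10 genes of alternatively activated macrophages, 4 were lower in edgeR's quasi-likelihood test adjusted over the list alone and 0 over all genes (median −0.44), among them the lectin *Clec10a* (−1.08). Over the list alone the count was 1 without the female LKO library and the term for sex and 2 by limma on TPM, and DESeq2 called 1 over all genes. Of 16 circadian genes, 3 were higher by edgeR adjusted over the list alone and 0 over all genes, where DESeq2 called 2, including *Nr1d1* (1.39) and *Per1* (0.85) over the list alone. Of 16 LXR targets, 2 were lower by edgeR adjusted over the list alone and 0 over all genes, namely *Nr1h3* itself (−0.64) and *Scd2* (−0.71), with a list median of −0.29 at percentile 0.02. The count over the list alone depends on the libraries and the tool: 0 without male LKO and 5 without female LKO, both without the term for sex, 0 by limma on TPM and 5 by DESeq2. *Abca1* had a log2 fold change of −0.05, with opposite directions in male (−0.44) and female (0.32) mice. *Abcg1* had one of −0.49, with −0.71 in male and −0.29 in female mice. Of 19 cholesterol synthesis genes, 0 passed either way by edgeR and 1 was higher over all genes by DESeq2 (median −0.08, percentile 11.94 by edgeR). Over the list alone, 1 was higher and 5 were lower without male CTL and 1 was higher without female CTL, both without the term for sex, and 1 was higher without liver-type genes, by DESeq2 and by limma on TPM. *Dhcr24* itself stood at 33.7 and 30.0 CPM in female and male LKO and 34.9 and 25.6 CPM in female and male CTL macrophages. Of 13 markers of T and B cells, 0 passed by edgeR over the list alone, and 3 were higher and 1 lower without male CTL and the term for sex.

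In 10842 genes compared in liver, adrenal, male macrophages and female macrophages, 2 were at least 2-fold higher in LKO in each pair and 1 was at least 2-fold lower. They were named after their values were seen. *B020031M17Rik*, on chromosome 13 from 119949357 to 119950806, had 52 against 0 counts in liver, 136 against 3 in adrenals, 213 against 7 in male and 196 against 7 in female macrophages. *Gm21887*, on chromosome X, had log2 ratios of 2.37, 2.85, 2.07 and 2.99 in the same order. *Hspa1b* was the lower gene. *Erdr1* was 3.09 in liver and 2.65 in adrenals, and 0.96 in male and 1.91 in female macrophages. *Gemin4*, also named after its values were seen, had 149 against 170 counts in male and 136 against 44 in female macrophages, unlike in liver and adrenals.

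Among clock genes in liver, *Ciart* (0.84), *Per3* (0.66) and *Usp2* (1.07) were higher and *Arntl* was lower (−0.55, 95% interval −1.26 to 0.12, which reached 0) in the LKO library. The median over 17 genes was 0.25. Markers of fibroblasts had a median of 0.48 in adrenals, and the interferon response list one of −0.29 in liver and −0.33 in adrenals.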
